# Competitive repopulation of an empty microglial niche yields functionally distinct subsets of microglia-like cells

**DOI:** 10.1038/s41467-018-07295-7

**Published:** 2018-11-19

**Authors:** Harald Lund, Melanie Pieber, Roham Parsa, Jinming Han, David Grommisch, Ewoud Ewing, Lara Kular, Maria Needhamsen, Alexander Espinosa, Emma Nilsson, Anna K. Överby, Oleg Butovsky, Maja Jagodic, Xing-Mei Zhang, Robert A. Harris

## Abstract

Circulating monocytes can compete for virtually any tissue macrophage niche and become long-lived replacements that are phenotypically indistinguishable from their embryonic counterparts. As the factors regulating this process are incompletely understood, we studied niche competition in the brain by depleting microglia with >95% efficiency using *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice and monitored long-term repopulation. Here we show that the microglial niche is repopulated within weeks by a combination of local proliferation of CX3CR1^+^F4/80^low^Clec12a^–^ microglia and infiltration of CX3CR1^+^F4/80^hi^Clec12a^+^ macrophages that arise directly from Ly6C^hi^ monocytes. This colonization is independent of blood brain barrier breakdown, paralleled by vascular activation, and regulated by type I interferon. Ly6C^hi^ monocytes upregulate microglia gene expression and adopt microglia DNA methylation signatures, but retain a distinct gene signature from proliferating microglia, displaying altered surface marker expression, phagocytic capacity and cytokine production. Our results demonstrate that monocytes are imprinted by the CNS microenvironment but remain transcriptionally, epigenetically and functionally distinct.

## Abstract (web summary)

Brain microglial cells can be replenished by blood-derived monocytes, but many aspects of this repopulation remain unclear. Here the authors show that the brain microglial niche can be replaced both by proliferating, residential microglia as well as differentiated Ly6C^hi^ monocytes, with the latter having overlapping but distinct characteristics.

## Introduction

All organs in the body house resident macrophage populations with duties that are tailored to the function of that organ. For example, brain microglia promote neuronal wiring, splenic red pulp macrophages (RPM) eliminate dying erythrocytes in the spleen and alveolar macrophages recycle surfactant in the lung. It is now well-recognized that the majority of these tissue macrophages are derived from embryonic precursors that self-maintain throughout adulthood^1–4^ rather than from continuous monocyte input, as was previously suggested^5^. During development of the embryo, tissues are seeded with successive waves of hematopoietic precursors from the yolk sac and fetal liver^1,6–8^, which following birth are displaced by BM-derived monocytes in some organs^9–14^. Furthermore, upon infection or injury, circulating blood monocytes can give rise to long-lived replacements of macrophages in many organs including the heart^15^, liver^16^, lung^17^, and brain^18,19^. The final macrophage composition can thus be heterogeneous across organs, and this has complicated recent attempts to assign macrophage nomenclature based on their ontogeny^20^. Whether the ontogeny of resident macrophage populations ultimately dictates functionality is not well understood and may vary depending on the circumstances generating the macrophage^21^.

The diversity of tissue macrophage populations has been proposed to be the result of exposure to specialized microenvironments^8,22–25^. Significant reprogramming of macrophage precursors transplanted into adult tissue microenvironments has been demonstrated^24,26,27^, arguing for an imprinting capacity of the macrophage niche as was recently proposed^28^. Peripheral myeloid cells that colonize the microglial niche adopt microglia-like morphology^29,30^, display ATP-sensing capacity^29^, can promote repair following cranial irradiation^19^ and require TGF-β signaling for functional integration into the central nervous system (CNS)^31^. However, to what degree monocytes become imprinted by the microglial niche and what factors regulate this imprinting remain unknown.

In this study, we develop a novel strategy to efficiently deplete microglia, and observe competitive repopulation giving rise to a permanent mosaic of myeloid cells derived both from proliferating microglia and from brain-engrafting Ly6C^hi^ monocytes. We provide evidence of niche imprinting, as monocyte-derived macrophages adopt both microglia gene expression and epigenetic profiles. However, monocyte-derived macrophages display a unique gene signature, giving rise to a distinct surface marker phenotype and functional profile. Our results demonstrate that both niche imprinting and myeloid origin define macrophage identity within the CNS, and this may have implications for understanding macrophage biology, disease, and therapy.

## Results

### Microglial depletion-repopulation in *Cx3cr1*^CreER/+^*R26*^DTA/+^

In order to make the CNS myeloid niche available we aimed to efficiently deplete microglia. To achieve both fast and efficient depletion we elected to breed mice with tamoxifen (TAM)-inducible Cre under the microglia-expressed CX3CR1-promoter (*Cx3cr1*^CreER-EYFP^ mice)^32^ with *R26*^DTA/+^ mice^33^, which results in intracellular diphtheria toxin A (DTA) expression upon Cre recombination. TAM administration to *Cx3r1*^CreER/+^*R26*^DTA/+^ mice resulted in ~95% loss of CD11b^+^CD45^+^Ly6C^–^Ly6G^–^CX3CR1^+^ microglia by day 7 (Fig. 1a, b, gating strategy Supplementary Fig. 1). We confirmed this high efficiency of depletion by immunohistochemistry using microglia-specific^34^ P2ry12 and CX3CR1-YFP antibodies (Fig. 1d), as well as by loss of expression of the key microglial transcripts *P2ry12*, *Cx3cr1*, and *Siglech* (Supplementary Fig. 2a).

**Fig. 1:**
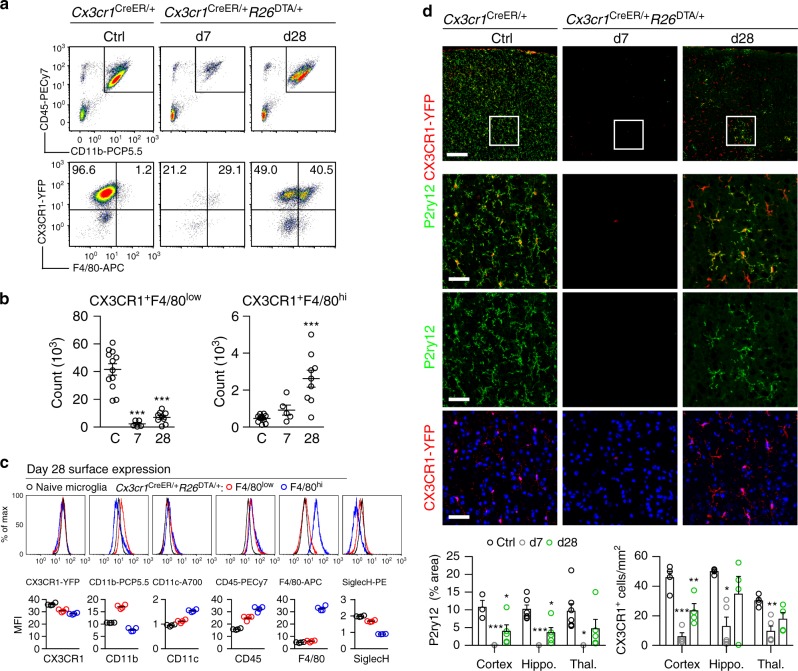
Kinetics of depletion and repopulation of microglia in *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice. **a** Dot plots detailing depletion and repopulation of microglia in *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice on the indicated days after TAM administration. Top panel is gated on live singlet cells. Bottom panel is gated on CD11b^+^CD45^+^Ly6C^–^Ly6G^–^. **b** Quantification of CX3CR1^+^F4/80^low^ and CX3CR1^+^F4/80^hi^ populations by flow cytometry. *n* = 12, 5, 9 mice, mean ± s.e.m. ***p < 0.001 by one-way ANOVA with Dunnett’s Multiple Comparison test. Data are pooled from three separate experiments. The experiment was repeated twice for each time point. **c** Surface expression by flow cytometry on repopulated F4/80^low^ and F4/80^hi^ cells at day 28 compared to naive microglia. Gated on CD11b^+^CD45^+^Ly6C^–^Ly6G^–^. *n* = 4 mice/group. Lines represent mean values. The experiment was performed twice. **d** Quantification of P2ry12 and CX3CR1-YFP staining in the indicated brain regions. Representative images are from the cortex. *n* = 3–7 mice/group, mean ± s.e.m. ***p < 0.001, **p < 0.01, *p < 0.05 by one-way ANOVA with Dunnett’s Multiple Comparison test. Scale bar top panel 200 µm, bottom three panels 50 µm. Hippo. Hippocampus. Thal. Thalamus

We analyzed additional groups of mice at day 28, and as expected from previous reports,^29,30,35^ we detected repopulation of the CX3CR1^+^ compartment. Flow cytometric analyses revealed two distinct populations within the CX3CR1^+^ gate that differentially expressed the F4/80 antigen (Fig. 1a), and this was confirmed by immunohistochemistry (Supplementary Fig. 2B). The surface phenotype of the CX3CR1^+^F4/80^low^ population overlapped with microglia from control mice, whereas the CX3CR1^+^F4/80^hi^ population expressed higher levels of CD45 and lower levels of Siglec H (Fig. 1c). Siglec H has previously been suggested to be specifically expressed by microglia^36^. Importantly, the appearance of the F4/80^hi^ population was not transient, since they remained 12 weeks after TAM administration (Supplementary Fig. 2D) and retained their surface marker phenotype (Supplementary Fig. 2E). In further support of repopulation by two distinct types of microglia we observed that the homogenous distribution of CX3CR1^+^P2ry12^+^ microglia in control brains was replaced by day 28 with pockets of CX3CR1^+^P2ry12^+^ and CX3CR1^+^P2ry12^–^ microglia-like cells (Fig. 1d). The P2ry12 antibody has been proposed to only label microglia and not peripherally-derived myeloid cells^34^ and we observed that F4/80^hi^ parenchymal macrophages were indeed P2ry12^–^ (Supplementary Fig. 2C). qPCR analysis of whole brain further confirmed gradual increases in *P2ry12, Cx3cr1 and Siglech* expression from days 7 to 28 (Supplementary Fig. 2A).

### Local proliferation and infiltration repopulate the niche

Based on these data we hypothesized that the F4/80^low^ cells represented CNS-resident microglia that had expanded following depletion and that F4/80^hi^ cells were peripherally derived. To more conclusively address the origin of CNS-repopulating F4/80^low^ and F4/80^hi^ microglial cells we irradiated *Cx3cr1*^CreER/+^*R26*^DTA/+^ and control *Cx3cr1*^CreER/+^ mice (CD45.2) and reconstituted them with congenic (CD45.1) BM. To limit the effects of irradiation on the ability of microglia to repopulate the niche^30,37^ we protected the head from irradiation. After 8 weeks of reconstitution we administered TAM and analyzed the chimeras after a further 8 weeks. Head-protected CD45.1 → *Cx3cr1*^CreER/+^*R26*^DTA/+^ chimeras displayed frequencies of F4/80^low^ and F4/80^hi^ cells that were similar to those in non-irradiated mice (Fig. 2a). Using this system we could thus demonstrate that F4/80^low^ cells were completely host (CD45.2)-derived and that F4/80^hi^ cells were completely donor (CD45.1)-derived (Fig. 2a). To control for irradiation-induced damage we used a chemotherapy regimen to achieve myeloablation, a strategy that has previously been reported to lead to almost complete donor chimerism without spontaneously inducing CNS myeloid engraftment^38,39^. We thus produced *Cx3cr1*^GFP/+^*Ccr2*^RFP/+^ → *Cx3cr1*^CreER/+^*R26*^DTA/+^ chimeras where donor and host CX3CR1^+^ cells could be differentiated by GFP and YFP expression, respectively (Supplementary Fig. 3). Using this experimental setup we found that after depletion of microglia, practically all F4/80^hi^ cells were GFP^+^ (Fig. 2b), confirming their peripheral origin.

**Fig. 2:**
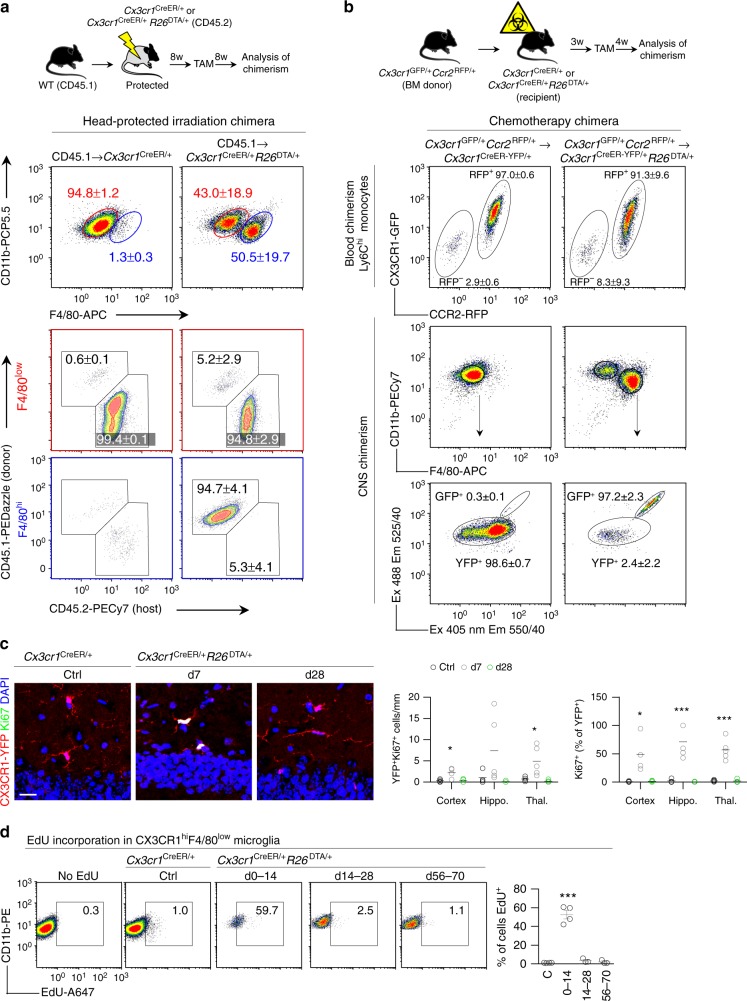
Repopulating microglia have dual origins. **a** Analysis of chimerism in F4/80^low^ and F4/80^hi^ populations in CD45.1 chimeras. Top panel gated on CD11b^+^F4/80^+^Ly6C^–^Ly6G^–^. Bottom panels gated on F4/80^low^ and F4/80^hi^ as indicated. Percentages are mean ± s.d. of *n* = 5 mice/group. The experiment was performed twice. **b** Analysis of chimerism in *Cx3cr1*^GFP/+^*Ccr2*^RFP/+^ → *Cx3cr1*^CreER/+^*R26*^DTA/+^ chimeras that had received busulfan chemotherapeutic for myeloablation. Successful separation of GFP^+^ and YFP^+^ populations is demonstrated in Supplementary Fig. 3. Blood is gated on CD11b^+^Ly6G^–^CD115^+^Ly6C^hi^ and CNS is gated on CD11b + Ly6C^–^. Values in plots are mean ± s.d of *n* = 4 and six mice. The experiment was performed once. **c** Quantification of CX3CR1-YFP^+^Ki67^+^ proliferating microglia in the indicated brain regions. Representative images are from the hippocampus. *n* = 4–5 mice/group. Lines represent mean values. ***p < 0.001, *p < 0.05 by one-way ANOVA with Dunnett’s Multiple Comparison test. Scale bar 20 μm. **d** Proliferation in repopulating F4/80^low^ microglia assessed by EdU. EdU was administered in the drinking water for 14 days during the indicated time periods after TAM. Control mice were given EdU days 0–14 after TAM. Gated on CD11b^+^Ly6C^–^Ly6G^–^CX3CR1^+^F4/80^low^. *n* = 3–4 mice/group, the experiment was performed twice. Lines represent mean values. ***p < 0.001 by one-way ANOVA with Dunnett’s Multiple Comparison test

These results supported our hypothesis of a dual origin of CNS repopulating macrophages and further suggested the involvement of a combination of local microglial proliferation and infiltration of BM-derived precursors in order to repopulate the niche. This was supported by high frequencies of Ki67^+^ microglia at day 7 and their absence at day 28 (Fig. 2c). To conclusively address whether the F4/80^low^ population arose by microglial proliferation in response to depletion we administered EdU during the repopulation phase, which confirmed a burst of proliferation in F4/80^low^ microglia during days 0–14 (Fig. 2d).

### BM-derived microglial replacements are Ly6C^hi^ monocytes

While Ly6C^hi^ monocytes can act as precursors of many peripheral macrophage populations^21^, BM-derived microglia have been proposed to arise from myeloid progenitors without passing through a monocyte intermediate^30,40^. Furthermore, it has been suggested that blood brain barrier (BBB) disruption is a prerequisite for brain colonization by peripheral myeloid cells^41^. Our experiments using head protection and chemotherapy-induced myeloablation demonstrated that brain irradiation was not required for niche competition by peripheral precursors. In addition, we did not detect disruption of the BBB as a consequence of microglial depletion (Supplementary Fig. 4A). Instead, we recorded increased mRNA levels in the CNS of the chemokine receptor *Ccr2* and of the monocyte chemoattractants *Ccl2, Ccl3, Ccl4,* and *Ccl5* at day 7 (Supplementary Fig. 4B), suggesting chemotactic recruitment of Ly6C^hi^ monocytes. In addition, we detected elevated mRNA levels of several other cytokines and chemokines at day 7, but most were back to baseline by day 14 (Supplementary Fig. 4C). This was accompanied by astrocytosis, as evidenced by both increased *Gfap* mRNA expression (Supplementary Fig. 4D) and GFAP immunostaining (Supplementary Fig. 2E).

To address the importance of Ly6C^hi^ monocyte release from the BM we produced WT:*Ccr2*^−/−^ → *Cx3cr1*^CreER/+^*R26*^DTA/+^ mixed BM chimeras (Fig. 3a) that lack CCR2^–/–^ monocytes in the circulation (ref. ^42^ and Fig. 3b). We observed that the CNS F4/80^hi^ compartment was exclusively repopulated by WT cells (Fig. 3a), demonstrating a crucial role of CCR2 in this process. Consistent with this observation, a time course experiment encompassing depletion/repopulation revealed a wave of Ly6C^hi^ monocytes entering the brain that peaked at day 2 after TAM, prior to the establishment of the F4/80^hi^ macrophage pool (Fig. 3b). At the peak of monocyte infiltration into the CNS we observed vascular activation in the brain, as evidenced by increased ICAM-1 staining (Fig. 3c). This suggested that peripherally derived macrophages could enter the CNS through the vasculature. Furthermore, Iba-1 staining did not reveal obvious infiltrates in meninges or choroid plexus, arguing against these anatomical areas as major infiltration sites (Supplementary Fig. 5A).

**Fig. 3:**
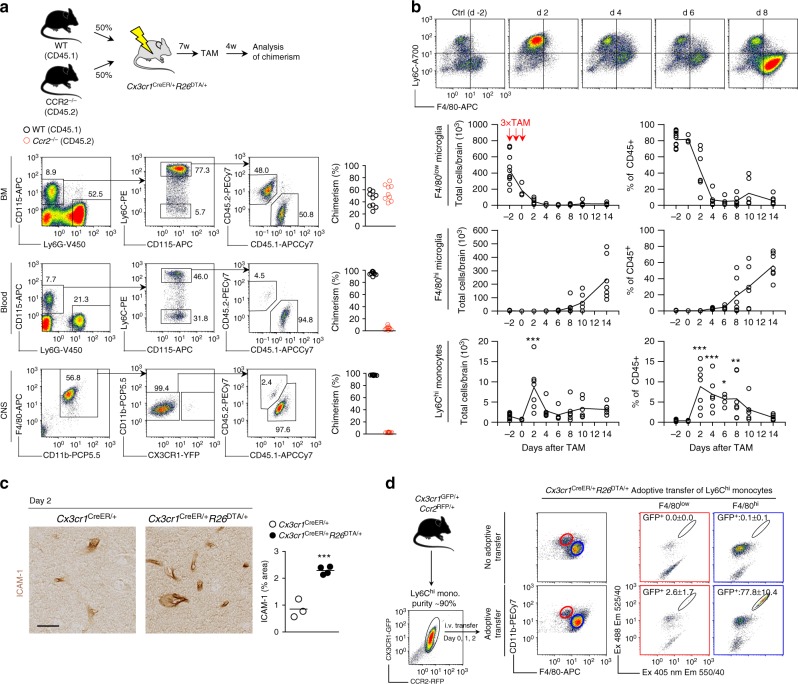
F4/80^hi^ macrophages are derived from CCR2^+^Ly6C^hi^ monocytes. **a** Analysis of BM, blood and CNS chimerism in WT:*Ccr2*^–/–^ → *Cx3cr1*^CreER/+^*R26*^DTA/+^ competitive chimeras. In all organs gated on live singlet cells. *n* = 9 mice. The experiment was performed twice. **b** Kinetic analysis of Ly6C^hi^ monocytes in relation to F4/80^low^ microglia and F4/80^hi^ macrophages in the CNS during depletion in *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice. Representative flow cytometry plots are gated on CD11b^+^CD45^hi^Ly6G^–^ cells. Ly6C^hi^, F4/80^low^, and F4/80^hi^ gated as indicated in Supplementary Fig. 1. Data is from two pooled experiments. *n* = 12, 3, 7, 6, 5, 7, 6, 7 mice/time point. Connecting lines represent mean values. **p < 0.01, ***p < 0.001 by one-way ANOVA with Dunnett’s Multiple Comparison test. **c** Activation of the cerebral vasculature as assessed by ICAM-1 staining on day 2 after TAM administration. Quantification was performed in the thalamus on *n* = 3 and 4 mice/group and 3 sections/mouse. Scale bar 25 µm. Lines represent mean values. ***p < 0.001 by Student’s unpaired two-tailed *t*-test. **d** Analysis of reconstitution of the F4/80^low^ and F4/80^hi^ compartments after adoptive transfer of 1.7–3.0 × 10^6^ Ly6C^hi^ monocytes/day from *Cx3cr1*^GFP/+^*Ccr2*^RFP/+^ mice into microglia-depleted *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice on days 0, 1, and 2 after TAM administration. Gated on CD11b + Ly6C^–^. Analysis of CNS was performed day 14 after TAM administration. Successful separation of GFP and YFP signals is demonstrated in Supplementary Fig. 3. Values are mean ± s.d of 4 mice/group. The experiment was performed once

CCR2 is not an exclusive marker for Ly6C^hi^ monocytes and can also be expressed on myeloid precursors and stem cells. However, we did not detect increased numbers of c-kit^+^ progenitor cells in either the CNS (Supplementary Fig. 5B) or the blood (Supplementary Fig. 5C), arguing against repopulation from BM-derived stem cell/progenitors^43^. Furthermore, we did not detect changes in neutrophils or lymphocyte numbers in the CNS following depletion (Supplementary Fig. 5D-E). More importantly however, adoptive transfer of purified Ly6C^hi^ monocytes from *Cx3cr1*^GFP/+^*Ccr2*^RFP/+^ mice into microglia-depleted *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice during the peak of monocyte entry into the brain (days 0, 1, and 2) resulted in specific reconstitution of >70% of the F4/80^hi^ compartment without contributing to the F4/80^low^ microglial pool (Fig. 3d). Collectively, our results suggested a sequence of events whereby the remaining microglia proliferate extensively in order to refill the niche following depletion. Monocytes simultaneously infiltrate the brain and give rise to F4/80^hi^ macrophages.

To address whether Ly6C^hi^ monocytes enter in one wave or continuously infiltrate the brain, we administered EdU at different time points following depletion. CNS-retrieved Ly6C^hi^ monocytes were consistently ~80% EdU^+^. When EdU was given during days 0–14 after TAM, the F4/80^hi^ macrophages were also ~80% EdU^+^. However, when EdU is administered during days 14–28 or days 56–80 after TAM, EdU incorporation into the F4/80^hi^ pool was not different from controls (Supplementary Fig. 5F). This indicates that F4/80^hi^ macrophages are generated from Ly6C^hi^ monocytes entering the brain directly following depletion.

Taken together, our data imply that in *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice the availability of an empty niche allows circulating monocytes to infiltrate the brain and to give rise to long-lived microglia-like cells.

### Engrafting macrophages adopt TGF-β driven transcription

C*x3cr1*^CreER/+^*R26*^DTA/+^ mice thus represent a useful tool to study the impact of the CNS microenvironment on peripherally-derived macrophages. To investigate whether monocyte-derived macrophages adopted microglia gene expression in the microglial niche, we depleted microglia and profiled the transcriptomes of sorted F4/80^low^ and F4/80^hi^ populations (Fig. 4a) after 4 and 12 weeks. 

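The expression values re-analysed here are log2 signals of 27 samples in 9 groups, each hybridized to its own Affymetrix GeneChip Mouse Gene 2.1 ST array. F4/80 low cells 4 weeks after TAM, F4/80 low cells 12 weeks after TAM and F4/80 hi cells 12 weeks after TAM have 3 arrays each. F4/80 hi cells 4 weeks after TAM, DTR microglia sorted 2 weeks after DT, RPM and intestinal macrophages have 2 each, and naive microglia and Ly6C hi monocytes have 5 each. Every sample is a pool of 2 to 5 mice. Of the 5 arrays of naive microglia and of Ly6C hi monocytes, 3 are biological and 2 technical, and the sample labels do not say which; all 5 entered as separate arrays, so p-values that rest on them may be too small.

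The arrays were run in 2 batches. Batch 1 holds the 12-week and DTR groups and batch 2 the 4-week groups, RPM and intestinal macrophages, while naive microglia and monocytes lie in both. The authors normalized the signals in Partek, and the deposited values are already adjusted for batch: between the batches, naive microglia and monocytes differ by the same amount in every transcript, with a largest gap of 1.33e-04. All 27 arrays entered a single limma fit with a mean per group and a batch term, which sets each group against the naive arrays of its own batch, so that a log2 difference can depart slightly from the difference of the means printed beside it. A transcript was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 2-fold, the thresholds the paper gives. Of 41345 transcripts, 32245 carried signal and were tested. Gene lists were tested against all other genes with camera; the p given for a list (list p) uses the correlation estimated between its genes and is adjusted over the 41 lists of a comparison, and genes of a list that are not called are given as not passing. Array medians lay between 5.06 and 5.23 and arrays of the same group correlated at a mean r of 0.969 to 0.988 across transcripts.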

In parallel we sorted Ly6C^hi^ monocytes, common myeloid progenitors (CMP) and granulocyte-macrophage progenitors (GMP) from the BM, as well as splenic RPM and intestinal macrophages from naive mice for comparison. Hierarchical clustering of the 1000 most variable genes in the dataset separated samples according to tissue origin (Supplementary Fig. 6). 

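Clustered on the 1000 transcripts of the largest variance (average linkage, 1 minus Pearson correlation), the arrays formed 4 clusters that hold the 18 CNS arrays, the 5 monocyte arrays, the 2 RPM arrays and the 2 arrays of intestinal macrophages, each population apart. Divided into 3 clusters, monocytes and intestinal macrophages shared a cluster, and divided into 2, RPM stood with the CNS arrays. Ward linkage on Euclidean distance, and average linkage on the 5000 most variable transcripts, set the 18 CNS arrays apart already at 2 clusters. The division into 4 was chosen for this summary after the clusters had been seen.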

Principal component analysis (PCA) based on all genes similarly organized all CNS macrophages into one cluster (Fig. 4b) including F4/80^low^ and F4/80^hi^ subsets as well as naive microglia and recently proliferated microglia sorted from *Cx3cr1*^CreER/+^*R26*^DTR/+^ mice, which express the diphtheria toxin receptor (DTR)^30,32^. This indicated a closer relationship between F4/80^hi^ macrophages and microglia compared to their BM precursors or other tissue macrophages, which clustered separately. This was further substantiated by the fact that F4/80^hi^ macrophages expressed several genes that have previously been described to be microglia-specific^44,45^ (Fig. 4c), including *Fcrls, P2ry12, P2ry13, Siglech, Olfml3,* and *Tmem119*. In addition, several transcription factors that are associated with microglia homeostasis^46^ were detected in F4/80^hi^ macrophages, including *Egr1, Mafb, Mef2a*, and *Jun*, with the exception of *Sall1* (ref. ^37^) (Fig. 4d). Several of these genes are induced by TGF-β signaling^34^ and we have recently demonstrated that abrogation of TGF-β signaling in monocyte-derived macrophages results in fatal demyelinating disease^31^. 

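The first principal component of all tested transcripts held 47.0% of the variance and separated the CNS arrays from the other populations; the second held 13.1% and set monocytes apart from tissue macrophages. On the first component, scores (mean ± SD over arrays) were 56.3 ± 2.66 in naive microglia, 54.5 ± 4.66 in F4/80 low cells at 12 weeks and 49.8 ± 0.301 in DTR microglia. They were 39.6 ± 1.29 in F4/80 low cells at 4 weeks, and 30.5 ± 5.31 and 32.1 ± 3.78 in F4/80 hi cells at 4 and 12 weeks. RPM (-62.1 ± 0.711), intestinal macrophages (-72.1 ± 5.46) and monocytes (-110.4 ± 2.17) lay on the other side. The F4/80 hi groups, F4/80 low cells at 4 weeks and, by less, DTR microglia were thus displaced from naive microglia by more than the spread between arrays, and F4/80 low cells at 12 weeks were not. On the second component monocytes scored 43.3, intestinal macrophages -54.8 and RPM -91.3, and the CNS groups -4.59 to 10.2. With every transcript scaled to unit variance the first component held 23.0%.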

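The profile of F4/80 hi cells was closer to naive microglia than to any of the other references. Across transcripts, which are not independent of each other, each F4/80 hi array at 12 weeks was correlated with the mean profile of each reference population. The mean r over the 3 arrays was 0.961 (SD 7.57e-04) with naive microglia, 0.891 (0.00294) with intestinal macrophages, 0.888 (0.00294) with Ly6C hi monocytes and 0.886 (0.00416) with RPM. At 4 weeks the 2 arrays gave 0.969 (0.00210) with naive microglia and 0.897 (0.00858) with RPM, the highest mean of the other populations. The gap between naive microglia and the nearest other reference of each array had a mean of 0.0697 (SD 0.00309) at 12 weeks and 0.0701 (0.00851) at 4 weeks, where the nearest other reference was intestinal macrophages for replicate 1 and RPM for replicate 2. F4/80 low cells stood nearer to naive microglia still, at 0.980 after 4 weeks and 0.985 after 12 weeks. Each naive array with the mean of the other naive arrays gave 0.987 on average.

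**Figure D1:**
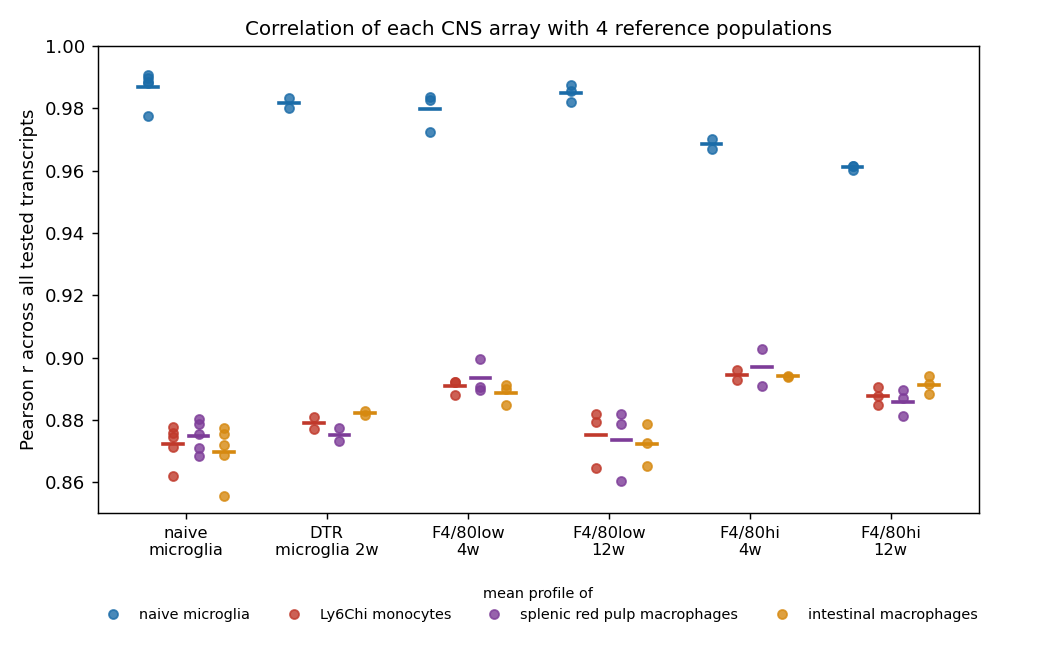
Pearson r across transcripts between each CNS array and the mean profile of 4 reference populations. F4/80 hi arrays at 12 weeks had a mean r of 0.961 with naive microglia and of 0.886 to 0.891 with the other references.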

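Among the 6 named genes, *Fcrls* reached the level of naive microglia in F4/80 hi cells, while the other 5 were expressed far above the monocyte level yet below naive microglia at 12 weeks. *Fcrls* (transcript 17406514) was at 11.81 ± 0.13 in F4/80 hi cells at 12 weeks (mean ± SD of log2 signals, n = 3), 11.78 ± 0.09 in naive microglia (log2 0.03, adjusted p 0.970) and 4.98 ± 0.18 in Ly6C hi monocytes (log2 6.83, adjusted p 6.79e-19). Against monocytes all 6 were called higher, with log2 differences of *P2ry12* 5.21, *P2ry13* 5.75, *Siglech* 5.77, *Olfml3* 3.19 and *Tmem119* 3.75. Against naive microglia, *P2ry12* -0.73, *P2ry13* -0.80, *Siglech* -0.93 and *Olfml3* -0.81 had adjusted p-values of 0.00251, 0.00633, 0.00140 and 0.0139 and a change under 2-fold, and *Tmem119* was called lower (log2 -1.21, SE 0.24, adjusted p 0.00119). *Siglech* passes 2-fold when 1 array is left out (-1.03 without F4/80 hi replicate 2). At 4 weeks none of the 6 was called; their log2 differences from naive microglia ran from -0.41 (*Siglech*) to -0.14 (*Fcrls*).

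Of the wider list of homeostatic microglia genes, 25 genes of which 23 are measured, 13 were called lower than in naive microglia at 12 weeks, 0 higher and 10 did not pass (median log2 -1.12, list p 4.27e-04), and 13 were lower when adjusted over the list alone. At 4 weeks 4 were lower (*Upk1b* -3.60, *Crybb1* -1.69 and *Lag3* -1.05, besides *Sall1*, 5 adjusted over the list alone, median -0.37, list p 0.0265). The call of *Lag3* at 4 weeks was lost without F4/80 hi replicate 2 (adjusted p 0.0769). From F4/80 hi replicate 2 alone, taken to vary like the other groups, 5 were lower and the list did not pass (median -0.26, list p 0.0602).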

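*Egr1*, *Mef2a* and *Jun* were expressed in F4/80 hi cells at levels that did not differ detectably from those of naive microglia. *Sall1* was lower in the 12-week than in the 4-week arrays. At 12 weeks, log2 signals were 8.67 ± 0.87 for *Egr1*, 12.36 ± 0.27 for *Mef2a* and 11.95 ± 0.31 for *Jun*, against 9.27 ± 0.29, 12.54 ± 0.05 and 12.32 ± 0.32 in naive microglia (adjusted p 0.520, 0.618 and 0.678), and all 3 were called higher than in monocytes (*Egr1* 2.66, *Mef2a* 1.02 and *Jun* 1.98). *Sall1* (transcript 17511540) was at 6.70 ± 0.51 in F4/80 hi cells at 12 weeks and 11.41 ± 0.16 in naive microglia (log2 -4.59, SE 0.27, adjusted p 8.84e-11). That is above the 5.08 ± 0.33 of Ly6C hi monocytes (log2 1.70, SE 0.25, adjusted p 8.06e-06). At 4 weeks F4/80 hi cells had a *Sall1* signal of 10.26 ± 0.46 (n = 2, log2 -1.22, adjusted p 0.0105 against naive microglia). The 12-week signal was lower than this by 3.37 on the log2 scale (adjusted p 4.35e-05 for the change). The time points are different pools of mice in different batches, and why their *Sall1* signals differ was not tested. Of the 4-week replicates, replicate 1, which has more neutrophil transcripts, had *Sall1* at 10.59 and replicate 2 at 9.94. Leaving out single arrays, *Mef2a* was within 2-fold of monocytes (0.89 without F4/80 hi replicate 2), and the fall of *Sall1* at 4 weeks was not called (log2 -0.90 without F4/80 hi replicate 2).

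Of 16 measured microglia transcription factors, 3 were lower than in naive microglia at 12 weeks (*Sall1*, *Sall3* and *Smad3*, the last at -1.16) and 13 did not pass (list p 0.0249); against monocytes 9 were higher and 0 lower (median 1.05, list p 0.0683). With adjustment within the list these counts were 3 and 9. *Smad3* was within 2-fold (-0.88 without F4/80 hi replicate 2). Of 22 immediate-early and stress response genes, to which *Egr1* and *Jun* also belong, 1 was higher and 2 were lower than in naive microglia (list p 0.695).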

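*Tgfbr1* (transcript 17413915) was at 11.50 ± 0.17 in naive microglia (mean ± SD of log2 signals), 11.39 ± 0.24 and 11.31 ± 0.09 in F4/80 low cells at 4 and 12 weeks, 11.22 ± 0.06 and 11.27 ± 0.06 in F4/80 hi cells at 4 and 12 weeks and 11.54 ± 0.12 in DTR microglia. The signal was 7.63 ± 0.16 in Ly6C hi monocytes, 8.90 ± 0.18 in RPM and 9.62 ± 0.05 in intestinal macrophages. Against naive microglia none of the F4/80 low and F4/80 hi groups passed, with log2 differences of -0.01 (adjusted p 0.985) and -0.33 (0.681) for F4/80 low cells and -0.18 (0.690) and -0.37 (0.126) for F4/80 hi cells at 4 and 12 weeks. F4/80 hi cells at 12 weeks exceeded monocytes by a log2 difference of 3.55 (SE 0.13, adjusted p 1.17e-16).

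Of 21 measured genes of TGF-β signalling, 2 were higher, 3 lower and 16 not passing in F4/80 hi cells at 12 weeks against naive microglia (list p 0.930, adjusted over the list alone 2 and 3). Against F4/80 low cells of the same time point *Tgfbi* was higher (1.64) and *Eng* (-1.83) and *Smad7* (-1.25) were lower (list p 0.958). Of the 61 measured genes of the Reactome set for the TGF-β receptor complex, 1 was lower.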

Consistently, we observed high levels of *Tgfbr1* expression in both F4/80^low^ and F4/80^hi^ populations, which were similar to levels in naive microglia (Fig. 4e). These results indicate that monocytes adopted key microglia-specific genes subsequent to CNS engraftment.

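At 12 weeks F4/80 hi cells had covered more of the distance from monocytes in transcripts lower in naive microglia than in transcripts higher in them. Of 1766 transcripts higher in naive microglia than in Ly6C hi monocytes, 1042 (59.0%) were also called higher in F4/80 hi cells at 12 weeks and 0 lower, and over all 1766 the median share of the difference that F4/80 hi cells reached was 75.1% (quartiles 44.5% to 95.6%). Of 2952 transcripts lower in naive microglia, 2444 (82.8%) were called lower in F4/80 hi cells and 12 higher, with a median share of 97.3%. This side includes monocyte and cell cycle genes, and signals near background set a limit to a fall. RPM and intestinal macrophages were not put through the same measure, so a high share here does not by itself show a move towards microglia. At 4 weeks the counts were 1123 (63.6%) and 2250 (76.2%), with median shares of 79.4% and 89.9%. Since naive microglia and F4/80 hi cells are set against the same monocyte arrays, the counts were repeated with different monocyte arrays on each side: 1008 of 1679 transcripts, with a median share of 74.9%, and 2397 of 2878, with 97.5%. These monocyte arrays may include technical repeats of the same samples. The batch adjustment also makes the difference between naive microglia and monocytes the same in both batches. The share of each transcript is therefore the same as before and only the set of reference transcripts changes. This repeat cannot remove what the shared monocyte arrays add. Quantile normalization brought the 2 sides closer, with 1378 of 2119 and a median share of 83.5% against 1764 of 2282 and 94.5%. The repeats for transcripts lower in microglia and with quantile normalization were chosen after the results were seen.

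As groups, 16 of 17 Ly6C hi monocyte genes (1 not passing, median log2 -5.28, list p 0.0107) and 24 of 25 cell cycle genes (1 not passing, median log2 -4.28, list p 0.0107) were lower than in monocytes, and 28 of 35 genes of oxidative phosphorylation (7 not passing, median log2 -1.39) were lower too, though with a list p of 0.133. Falls included *S100a6* -7.37, *Fn1* -7.34, *Elane* -7.13, *Ly6c2* -6.99 and *Hp* -6.80. 19 of 23 homeostatic microglia genes (4 not passing, median log2 2.78, list p 0.0107) were higher, and so were *Stab1* (7.10), *C1qa* (6.60), *C1qb* (6.42) and *Hpgds* (6.31). With p-values adjusted within the list the counts were 16, 24, 28 and 19. From the shared clusters and the expression of microglia genes in these cells, the paper concludes that monocytes took on central microglia genes after entering the CNS.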

**Fig. 4:**
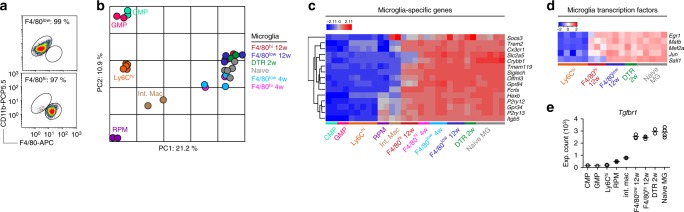
Gene expression profile of repopulating microglia/macrophages. **a** FACS purities of sorted F4/80^low^ and F4/80^hi^ populations. **b** PCA of microarray expression profiles. *n*(biological + technical) = 2 GMP, 2 CMP, 3 + 2 Ly6C^hi^, 2 RPM, 2 int. mac, 3 + 2 naive microglia, 2 DTR, 3 F4/80^low^ 4w, 3 F4/80^low^ 12w, 2 F4/80^hi^ 4w, 3 F4/80^hi^ 12w. Naive microglia were sorted from *Cx3cr1*^CreER/+^ mice that received TAM. DTR microglia were sorted from *Cx3cr1*^CreER/+^*R26*^DTR/+^ mice 14 days after DT administration. F4/80^low^ and F4/80^hi^ subsets in *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice were sorted 4 and 12 weeks after TAM administration. RPM, int. mac, CMP, GMP, and Ly6C^hi^ monocytes were sorted from naive mice. Int. mac. intestinal macrophage. Sorting strategies are detailed in the Methods section. Each sample represents pools of 2–5 mice. **c** Heat map (*z*-scores) of expression profiles of 15 microglia-specific genes. **d** Heat map (*z*-scores) of expression profiles of microglia-specific transcription factors. **e** Microarray expression counts of *Tgfbr1*. Lines represent mean values

### Repopulating cells differ transcriptionally and functionally

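Naive microglia differed from Ly6C hi monocytes in 4718 transcripts, from RPM in 5080 (2336 higher and 2744 lower in microglia) and from intestinal macrophages in 4206 (1919 and 2287). After quantile normalization the split between higher and lower was 2119 and 2282 for monocytes, 2495 and 2347 for RPM and 2054 and 2088 for intestinal macrophages, so it depends on the normalization. Against monocytes, 23 of 23 homeostatic microglia genes (median log2 4.27, list p 0.00171) and 11 of 16 microglia transcription factors (5 not passing, median log2 1.96, list p 0.0108) were higher in naive microglia, while 17 of 17 Ly6C hi monocyte genes (median log2 -5.59, list p 0.00605) and 24 of 25 cell cycle genes (1 not passing, median log2 -4.31, list p 0.00940) were lower. The largest differences were *Nav3* (7.10) and *Fcrls* (6.80) on the side of microglia and *Fn1* (-7.82) and *S100a6* (-7.21) on that of monocytes.

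Against RPM, 21 of 23 homeostatic microglia genes (2 not passing, median log2 4.82, list p 9.41e-04) were higher, and 11 of 12 red pulp macrophage genes (1 higher, median log2 -5.93, list p 5.86e-04), 11 of 17 lipid and cholesterol genes (6 not passing, median log2 -1.78, list p 0.0293) and 4 of 4 erythroid markers (median log2 -3.47, list p 0.0144) were lower; *Cd5l* (-7.63) and *Spic* (-7.36) were among the largest falls. Against intestinal macrophages, 22 of 23 homeostatic microglia genes (1 not passing, median log2 3.27, list p 7.73e-04) were higher. In turn, 6 of 10 MHC class II genes (4 not passing, median log2 -1.45, list p 0.0468), 10 of 13 intestinal macrophage genes (1 higher, median log2 -3.09, list p 0.00106), 7 of 8 B cell markers (1 not passing, median log2 -1.93, list p 3.14e-04), 6 of 9 dendritic cell markers (3 not passing, median log2 -1.58, list p 0.00180) and 3 of 10 epithelial markers were lower in naive microglia, together with antibody genes such as *Jchain* (-8.60). When only the genes of a list were adjusted for, all these counts were the same.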

Comparison of the transcriptomes of naive microglia with other populations resulted in 4967 differentially expressed genes (>2 fold both directions, adj. *p* < 0.05) with Ly6C^hi^ monocytes, 5240 with RPMs and 4370 with intestinal macrophages, respectively. F4/80^low^ microglia 4 weeks after TAM administration differentially expressed 361 genes compared to naive microglia, and only 56 genes differed after 12 weeks (Fig. 5a). 

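In F4/80 low cells 323 transcripts differed from naive microglia at 4 weeks (237 higher and 86 lower, 205 and 58 genes) and 37 at 12 weeks (17 and 20, 16 and 10 genes), with 3 arrays at each time point. With CNS arrays only these counts were 204 and 2 and with the arrays of 1 batch only 154 and 19. A term for Y-linked transcripts, chosen after the results were seen, gave 16 at 12 weeks. The change between the time points, tested itself, passed for 59 transcripts, 52 of them lower at 12 weeks and 7 higher. That count moved with single arrays: it was 18 without F4/80 low 4-week replicate 1, 18 without replicate 2 and 229 without replicate 3, and 24 and 22 without the 12-week replicates 2 and 3. It was 257 without a batch term and 1 with CNS arrays only. Of the 323 transcripts of 4 weeks, 23 were also called at 12 weeks, all in the same direction. Both comparisons use the naive arrays. Across all transcripts they correlated at r = 0.142. Simulations with no difference between groups gave a mean r of 0.156. These were drawn without the batch adjustment of the deposited values, so they give no matched value to set against 0.142. Set against naive arrays of different batches, the 12-week and 4-week cells called 18 and 273 transcripts and shared 16. With the naive arrays exchanged limma called 0 at 12 weeks (315 at an unadjusted p under 0.05) and 28 at 4 weeks. Because of the batch adjustment made before deposit, the log2 differences are the same in both versions and only the standard errors differ. This repeat therefore cannot remove what shared naive arrays add.

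What remained at 12 weeks included *Axl* and *Clec7a*, both also raised at 4 weeks. *Hcar2* rose from 7.11 ± 0.49 in naive microglia to 9.20 ± 0.59 (log2 2.47, SE 0.28, adjusted p 2.78e-04), *Axl* from 8.84 ± 0.35 to 10.33 ± 0.37 (log2 1.60, SE 0.22, adjusted p 0.00125) and *Clec7a* from 8.78 ± 0.42 to 9.89 ± 0.47 (log2 1.18, adjusted p 0.0233); *Pdcd1* (1.63), *Rxrg* (1.62), *Tnfsf8* (1.54) and *Myo5a* (1.38) were higher, and *Lypd6* (-1.80), *Fzd8* (-1.44) and *Adgrl2* (-1.24) lower. limma called 0 of 23 homeostatic microglia genes (4 at an unadjusted p under 0.05) and 0 of 41 type I interferon-stimulated genes (1 at an unadjusted p under 0.05, median log2 0.13). The count of 12 weeks moved with single arrays: without F4/80 low replicate 1 it was 22, and without naive replicate 1 it was 23. Of the 10 genes named, 6 lost the call when 1 array was left out. The adjusted p-values then were 0.0600 without naive replicate 1, 0.146 without naive replicate 2 and 0.177 without F4/80 low replicate 1 for *Clec7a*, 0.0654 without F4/80 low replicate 1 for *Myo5a* and 0.128 without naive replicate 1 and 0.0583 without F4/80 low replicate 1 for *Tnfsf8*. They were 0.171 without naive replicate 1, 0.173 without F4/80 low replicate 1 and 0.0675 without F4/80 low replicate 3 for *Pdcd1*, and 0.0799 without naive replicate 1, 0.127 without naive replicate 2, 0.173 without F4/80 low replicate 1 and 0.0709 without F4/80 low replicate 2 for *Rxrg*. *Adgrl2* had 0.188 without naive replicate 1, 0.146 without naive replicate 2, 0.0564 without naive replicate 4, 0.190 without F4/80 low replicate 1, 0.110 without F4/80 low replicate 2 and 0.103 without F4/80 low replicate 3. *Hcar2*, *Axl*, *Lypd6* and *Fzd8* were called whichever array was left out.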

For F4/80^hi^ macrophages the corresponding numbers were 886 and 1173, respectively (Fig. 5a). This indicated that after repopulation the F4/80^low^ transcriptome is affected, but almost returns to baseline within 12 weeks. Conversely, F4/80^hi^ macrophages do not completely adopt the naive microglia transcriptome. This was further supported by visualization of the genes that were differentially expressed in F4/80^hi^ macrophages compared to naive microglia (Fig. 5b).

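In F4/80 hi cells 821 transcripts differed from naive microglia at 4 weeks (494 higher and 327 lower, 399 and 222 genes, 2 arrays) and 964 at 12 weeks (433 and 531, 349 and 404 genes, 3 arrays). A replicate block, with arrays of the same number taken as pairs, gave 366 at 4 weeks, though naive microglia come from other mice. Of the 821, 570 (69.4%) were also called at 12 weeks in the same direction, 325 higher and 245 lower. The 2 time points were set in effect against naive arrays of different batches. These arrays may hold technical repeats of the same samples and are tied by the batch adjustment, so the 2 sides are not shown to be independent. A test of the change itself passed for 55 transcripts, 51 of them lower at 12 weeks and 4 higher, *Sall1* among the former. It passed for 108 without F4/80 hi 4-week replicate 2, for 270 without a batch term and for 3 with CNS arrays only. At 4 weeks F4/80 low cells shared most of their calls with F4/80 hi cells: 273 transcripts (84.5% of their calls), 198 higher and 75 lower. Both are set against the same naive arrays, which in simulations with no difference between groups, drawn without the batch adjustment, gave a mean r of 0.393. Set against naive arrays of different batches they called 273 and 329 and shared 174 (63.7%), and with these arrays exchanged 28 and 777, sharing 28. The log2 differences are the same in both versions and only the standard errors differ, so this repeat cannot remove what the shared arrays add. Besides, neutrophil markers were raised in F4/80 low replicates 1 and 2 and F4/80 hi replicate 1 (medians 4.33, 4.48 and 4.60 above the naive mean). Part of the shared calls may come from these arrays.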

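At 4 weeks the transcripts raised in F4/80 low cells included genes of activation and of cell types other than microglia, and at 12 weeks few were called. At 4 weeks, against naive microglia, 16 of 41 type I interferon-stimulated genes (25 not passing, median log2 0.73, list p 0.00504), 6 of 19 border-associated macrophage genes (13 not passing, median log2 0.85, list p 0.00296), 7 of 17 Ly6C hi monocyte genes (10 not passing, median log2 1.53, list p 0.00198), 7 of 21 C-type lectins (14 not passing, median log2 0.55, list p 0.00299) and 3 of 10 MHC class II genes (7 not passing, median log2 0.47, list p 0.0111) were higher; 1 of 23 homeostatic genes was lower (*Upk1b*, -1.47, and not called at an adjusted p of 0.0803 without F4/80 low replicate 1). Adjusted over the list alone, the counts were the same apart from interferon-stimulated genes (17 higher), border-associated macrophage genes (7 higher), Ly6C hi monocyte genes (9 higher) and C-type lectins (8 higher). Single genes included *Axl* (log2 2.61, adjusted p 3.84e-08), *Ms4a7* (log2 4.72, adjusted p 5.66e-07), *Apoe* (2.11), *Clec7a* (2.18) and *Ch25h* (2.77). The size of these rises depended on the arrays kept and the processing. Across the alternatives *Apoe* ran from 1.11 to 2.61, *Ch25h* from 2.12 to 3.09, *Axl* from 2.11 to 2.86 and *Clec7a* from 1.95 to 2.44. At 12 weeks limma called 1 member of the 5 raised lists, *Clec7a*.

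Neutrophil transcripts were present in the 4-week samples: 9 of 10 neutrophil markers were higher in F4/80 low cells (median log2 3.33, list p 0.00730), among them *Ngp* (4.97), *S100a8* (4.69) and *Camp* (4.26), and they were unevenly spread. The median over the markers was 4.33 and 4.48 above the naive mean in replicates 1 and 2 and 0.80 in replicate 3, and 4.60 and 1.03 in the F4/80 hi replicates. The 47 measured genes of the F4/80 hi signature of Fig. 5d, which the study chose on these arrays, were raised in the same F4/80 low replicates, with medians of 2.82, 2.68 and 0.93 for replicates 1 to 3, against 0.24 to 0.54 at 12 weeks. With F4/80 low replicates 1 and 2 and F4/80 hi replicate 1 left out, 163 transcripts were called at 4 weeks, under the assumption that the lone remaining array varies like the other groups. Interferon-stimulated genes then had 2 of 41 higher (median 0.41, list p 0.153), border-associated macrophage genes 4 of 19 (list p 0.0360), Ly6C hi monocyte genes 2 of 17 (list p 0.0216), C-type lectins 1 of 21 (list p 0.144) and MHC class II genes 0 of 10 by limma (5 at an unadjusted p under 0.05, list p 0.144). The remaining arrays were not free of neutrophil transcripts: 2 of 10 markers were still higher in F4/80 low replicate 3 (list p 0.0360) and 3 of 10 in F4/80 hi replicate 2 (list p 0.0174). From the fall in the number of differing genes, the paper infers that repopulation alters the F4/80 low transcriptome and that it nearly returns to its starting point by 12 weeks.

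**Figure D2:**
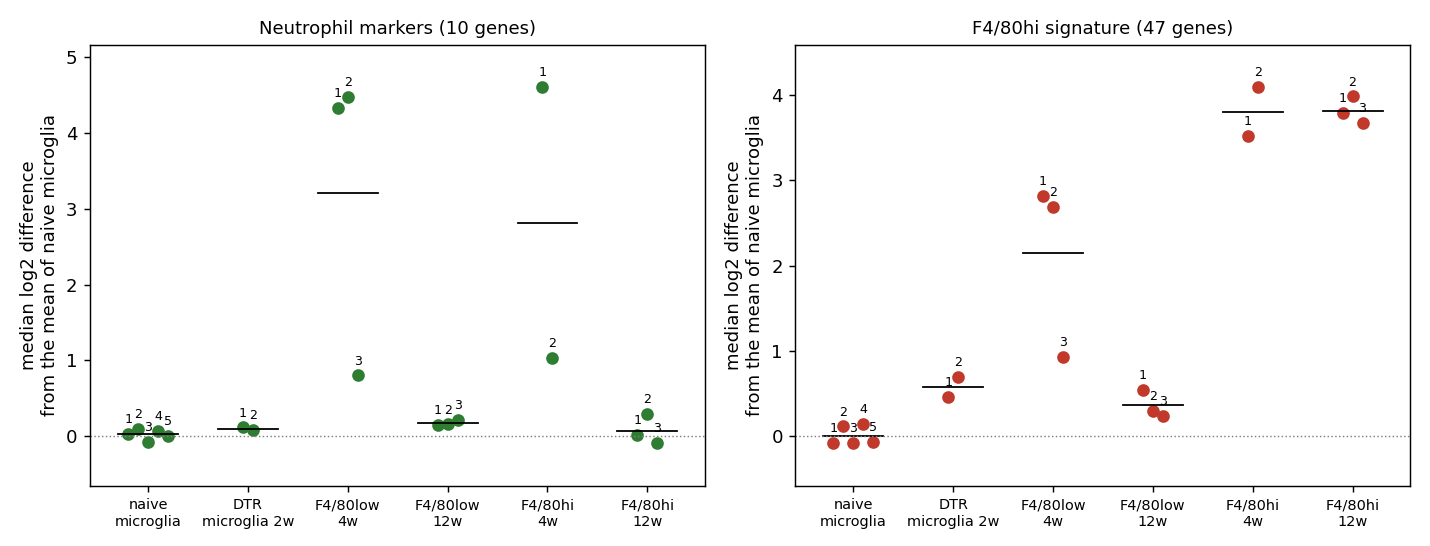
Median over 10 neutrophil markers and over 47 F4/80 hi signature genes in each array, as log2 difference from the mean of naive microglia. Neutrophil markers reached 4.33 to 4.60 in 3 of the 5 arrays at 4 weeks.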

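At 12 weeks most border-associated macrophage genes, and a few genes of red pulp and intestinal macrophages, were higher in F4/80 hi cells than in naive microglia. The largest rises over naive microglia, apart from those of the Ms4a genes, were *Clec12a* 5.78, *Cxcr4* 5.47, *Tlr8* 5.01, *Klra2* 4.98, *Itga4* 4.81 and *Cp* 4.77, and the largest falls, besides *Sall1* and *Sall3*, *Upk1b* -5.66, *Slc2a5* -4.49, *Mlph* -4.31, *Adamts16* -4.11 and *Khdrbs3* -3.97. *Apoe* was 11.34 ± 0.03 in F4/80 hi cells and 7.65 ± 0.26 in naive microglia (log2 3.83, adjusted p 6.31e-10), and *Axl* 12.52 ± 0.14 (3.79). By group, 14 of 19 border-associated macrophage genes (5 not passing, median log2 1.85, list p 4.27e-04), 6 of 17 lipid and cholesterol genes (11 not passing, median log2 0.40, list p 0.0257), 3 of 12 red pulp macrophage genes (9 not passing, median log2 0.39, list p 0.0111) and 3 of 13 intestinal macrophage genes (10 not passing, median log2 0.10, list p 0.0257) were higher and 0 of these genes lower; the red pulp and intestinal lists share *Cd163* and *Vcam1*. MHC class II genes had 4 higher (*H2-Eb1* 2.41, *H2-Ab1* 2.24, *H2-Aa* 2.11) and 1 lower (*H2-Oa* -1.98) of 10 (list p 0.0996). Cytokines and chemokines went both ways, 6 higher and 4 lower of 20 (list p 0.744), with *Il1b* 2.70, *Igf1* 2.61 and *Il6* -2.05. With p-values adjusted within the list, the counts of these lists were the same. *Xist* was at 5.47 ± 0.29 in F4/80 hi cells and 11.63 ± 0.56 in naive microglia (log2 -6.15, SE 1.46, adjusted p 0.00846). It was as low in the F4/80 low arrays of 12 weeks (4.48 to 5.60), so it does not mark F4/80 hi cells, and the sex of the mice in the pools is not stated.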

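Much of the difference from naive microglia was in place at 4 weeks. *Ms4a7* was then at 11.71 ± 0.44 in F4/80 hi cells (log2 6.61, adjusted p 7.59e-09), and *Tlr8* 6.08, *Cxcr4* 5.51, *Pf4* 5.35, *Clec12a* 5.27, *Klra2* 5.09 and *Cp* 4.80 were among the largest rises, *Khdrbs3* -3.90, *Gem* -3.56 and *Mlph* -3.27 among the largest falls. Against naive microglia, 13 of 19 border-associated macrophage genes (6 not passing, median log2 1.82, list p 3.86e-04), 5 of 10 transcription factors of monocyte-derived macrophages (5 not passing, median log2 0.98, list p 0.00692), 5 of 18 Ms4a genes (13 not passing, median log2 0.20, list p 9.67e-04), 6 of 17 lipid and cholesterol genes (11 not passing, median log2 0.32, list p 0.00503) and 4 of 10 MHC class II genes (6 not passing, median log2 0.72, list p 0.0265) were higher. When only the genes of a list were adjusted for, the counts of these lists were the same. From replicate 2 alone, taken to vary like the other groups, the MHC class II list did not pass (5 of 10 higher, list p 0.0729), while the other 4 did (highest list p 0.00241). Of the neutrophil markers 6 of 10 were higher too (10 adjusted over the list alone, list p 0.0265).

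A direct comparison of F4/80 hi with F4/80 low cells at 4 weeks called 142 transcripts (105 higher, 37 lower), and single arrays moved this count from 7 (without F4/80 hi replicate 2) to 468 (without F4/80 hi replicate 1). Leaving out F4/80 low replicate 1 gave 274, and leaving out F4/80 low replicate 3 gave 50. CNS arrays only gave 36 and batch 2 arrays only 1. The paper sorts both subsets from the same brains, and the count does not use pairs. A replicate block, with arrays of the same number taken as pairs, gave 67. The sex-linked and neutrophil transcripts are alike in F4/80 hi 1 and F4/80 low 1 (*Xist* 4.63 and 4.74) and in F4/80 hi 2 and F4/80 low 3 (11.46 and 11.87), while F4/80 low 2 has the lowest Y-linked mean of these arrays (4.59). Blocks that pair the arrays in this way, chosen after these values were seen, gave 173 transcripts (152 higher and 21 lower), 114 of them among the 142. With the 3 arrays with the most neutrophil transcripts left out, 1 array per group remained, taken to vary like the other groups, and 470 were called; of the 47 measured genes of the F4/80 hi signature, 45 were then higher (median 3.07) against 24 with all arrays, and of 19 border-associated macrophage genes 14 against 6. Whether F4/80 hi and F4/80 low cells grew apart with time was also tested: the difference between them changed in 38 transcripts, 32 lower and 6 higher at 12 weeks; without F4/80 hi 4-week replicate 1 it changed in 24, without F4/80 hi 4-week replicate 2 in 93 and without F4/80 low 4-week replicate 3 in 138.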

**Fig. 5:**
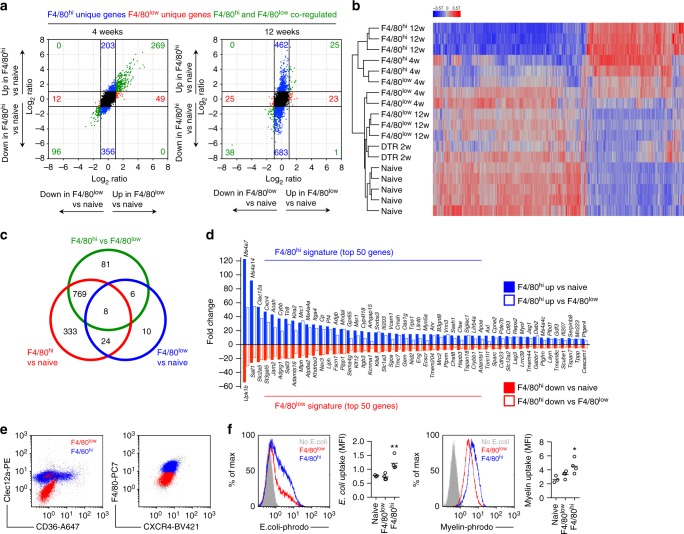
Monocyte-derived macrophages are transcriptionally and functionally distinct from resident and proliferating microglia. **a** FC/FC plots comparing differential gene expression in F4/80^low^ and F4/80^hi^ subsets with naive microglia, respectively, after 4 and 12 weeks. **b** Heat map (*z*-scores) of 1137 genes differentially expressed (>2 fold change both directions, adj. *p* < 0.05) between naive microglia and F4/80^hi^ 12 week subsets. **c** Venn diagram of differential gene expression between naive microglia, F4/80^low^ and F4/80^hi^ subsets at 12 weeks. **d** F4/80^hi^ and F4/80^low^ gene signature; Top 50 up/down-regulated genes in F4/80^hi^ macrophages compared to both naive microglia and F4/80^low^ microglia at 12 weeks. **e** Clec12a, CD36, CXCR4 surface expression in F4/80^low^ and F4/80^hi^ subsets analyzed by flow cytometry. Gated on CX3CR1^hi^CD11b^+^ cells from *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice > 5 weeks after TAM. **f** Phagocytosis of pHrodo Red *E. coli* microparticles and pHrodo Red-labeled myelin in CD11b-enriched CNS cells, stained with F4/80 to gate on CX3CR1^+^F4/80^low^ (red) and CX3CR1^+^F4/80^hi^ (blue) subsets in *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice 5 weeks after TAM. Naive CX3CR1^+^F4/80^low^ microglia were used as control. Lines represent mean values. *p < 0.05, **p < 0.01 by Student’s paired two-tailed *t*-test (comparing F4/80^low^ and F4/80^hi^)

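Set against each other at 12 weeks, F4/80 hi and F4/80 low cells differed in 810 transcripts, 397 higher and 413 lower in F4/80 hi cells (326 and 319 genes, 3 arrays per group, all in batch 1). Among the largest rises outside the Ms4a genes were *Clec12a* 5.24, *Cxcr4* 5.03, *Tlr8* 4.89, *Itga4* 4.57, *Cp* 4.48 and *Pf4* 4.45, and among the largest falls *Mlph* -3.93, *Nav3* -3.85, *Plpp1* -3.77 and *Fscn1* -3.65. Among gene groups, 14 of 19 border-associated macrophage genes (5 not passing, median log2 1.78, list p 4.47e-04) and 6 of 17 lipid and cholesterol genes (11 not passing, median log2 0.35, list p 0.0536) were higher, 13 of 23 homeostatic microglia genes (10 not passing, median log2 -1.18, list p 4.06e-04) lower. Of 17 Ly6C hi monocyte genes 4 were higher (13 not passing, list p 0.389), *F13a1* (2.12) and *Lyz2* (1.04) among them. Red pulp macrophage genes had 3 of 12 higher (list p 0.0302) and intestinal macrophage genes 3 of 13 (list p 0.0263). Cytokines and chemokines had 5 higher and 4 lower of 20 (list p 0.958), with *Igf1* at 2.43, *Il1b* at 2.41 and *Il6* at -2.41; MHC class II genes had 3 higher and 1 lower of 10 (list p 0.286), with *H2-Ab1* at 2.13. Adjusted over the list alone, the counts were the same apart from cytokines and chemokines (5 lower). *Lyz2* fell below 2-fold at 0.99 without F4/80 low replicate 2 and 0.98 without F4/80 low replicate 3.

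Few genes of energy metabolism, proliferation or other cell types were called. limma called 0 genes of the following lists (genes measured and, after the comma, genes at an unadjusted p under 0.05): oxidative phosphorylation (of 35, 2), cell cycle (of 25, 3), neuron (of 9, 0), oligodendrocyte (of 9, 1), endothelial (of 9, 5), neutrophil (of 10, 0), T and NK cell (of 9, 1), B cell (of 8, 2), dendritic cell (of 9, 2), erythroid (of 4, 0) and intestinal epithelium (of 10, 0). Of 9 astrocyte markers, 1 was lower, *Slc1a3* (-3.07); of 22 immediate-early and stress response genes, which tissue dissociation can raise, 1 was lower, *Ier5* (-1.18, list p 0.510). In the Reactome set of respiratory electron transport 0 of 68 genes passed (3 at an unadjusted p under 0.05). *Ier5* was not called when 1 array was left out (-0.81 without F4/80 hi replicate 2).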

To further control for the inflammatory environment occurring as a result of depletion we also compared the transcriptomes of repopulated F4/80^low^ and F4/80^hi^ macrophages at 12 weeks directly, these cells being sorted from the same brains and thus exposed to the same cytokine environment. This analysis revealed that of the 850 genes differentially expressed between F4/80^low^ and F4/80^hi^ macrophages, 769 were also differentially expressed between F4/80^hi^ macrophages and naive microglia (Fig. 5c). 

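Of the transcripts that differed between F4/80 hi and F4/80 low cells at 12 weeks, 703 (86.8%) were also called between F4/80 hi cells and naive microglia, 338 higher and 365 lower in F4/80 hi cells in both comparisons and 0 in opposite directions. Unrelated sets of these sizes would share 5.33 transcripts called higher and 6.80 called lower. The log2 differences of the 2 comparisons correlated at r = 0.840 across transcripts, which are not independent. Both comparisons hold the same 3 F4/80 hi arrays, which cannot be divided, so part of the overlap may come from these arrays. In 20 simulations with no difference between groups the shared arrays alone gave a mean r of 0.491. These were drawn without the batch adjustment of the deposited values, so they give no matched value to set against 0.840. They called 0 transcripts in both comparisons and so cannot say how much of the overlap the shared arrays add. Leaving out single arrays gave overlaps of 670 to 720 transcripts. The remaining 107 transcripts were called only against F4/80 low cells. The paper reasons that cells from the same brains met the same cytokines, so that this comparison controls for the inflammation that follows depletion.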

Among the genes most importantly downregulated in F4/80^hi^ macrophages compared to both naive and repopulated F4/80^low^ microglia (Fig. 5d), we identified two Spalt-like transcription factors (*Sall3* and *Sall1*), confirming previous reports of their specific expression in microglia^24,25,34,37^. Furthermore, *Upk1b*, *Slc2a5, St3gal5*, *Jam2*, *Adgrg1* were other genes that were highly downregulated in F4/80^hi^ macrophages (Fig. 5d). 

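*Sall3* stood at 5.37 ± 0.90 in F4/80 hi cells at 12 weeks, against 9.70 ± 0.08 in F4/80 low cells (log2 -4.33, SE 0.30, adjusted p 1.54e-09) and 9.70 ± 0.24 in naive microglia (log2 -4.15, adjusted p 1.62e-09), and *Sall1* was lower than in F4/80 low cells by a log2 difference of -4.24 (SE 0.27, adjusted p 4.57e-10), whose mean was 10.94 ± 0.19. *Sall3* was above the monocyte level by 1.09 (adjusted p 0.00464), a call lost at 0.58 without F4/80 hi replicate 2. The calls of *Sall1* and *Sall3* against F4/80 low cells were made under every alternative way of processing that could be fitted. Of 16 microglia transcription factors, these 2 were the ones called lower than in F4/80 low cells and 14 did not pass (median log2 -0.43, list p 0.0232, 2 adjusted over the list alone). Of the genes of Fig. 5d, 48 of 49 measured on the lowered side were called lower (median -2.53) and 47 of 47 on the raised side higher (median 3.19), with the same counts adjusted over the list alone; the study chose them on these arrays, so this is not independent evidence.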

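These 5 genes were lower in F4/80 hi cells against both references, and 4 of them were within 2-fold of their level in monocytes. At 12 weeks *Upk1b* was at 5.94 ± 0.68 in F4/80 hi and 10.88 ± 0.08 in F4/80 low cells (log2 -4.94, SE 0.31, adjusted p 4.57e-10), *Slc2a5* at 6.78 ± 0.24 and 11.22 ± 0.32 (log2 -4.44, SE 0.26, adjusted p 2.75e-10) and *Jam2* at 5.76 ± 0.17 and 8.66 ± 0.22 (log2 -2.90, SE 0.27, adjusted p 8.31e-08); *St3gal5* fell by 2.29 and *Adgrg1* by 1.98 on the log2 scale (adjusted p 1.42e-08 and 1.45e-07). Against naive microglia the log2 differences were -2.43 for *St3gal5*, -3.02 for *Jam2* and -1.95 for *Adgrg1*. *Slc2a5* was above the monocyte level (log2 1.80), and *Upk1b* (0.44), *Jam2* (0.52), *Adgrg1* (0.77) and *St3gal5* (-0.51) differed from it by less than 2-fold. *Upk1b*, *Slc2a5* and the Sall genes are among the 13 homeostatic microglia genes called lower. In F4/80 low cells *Upk1b* did not pass against naive microglia at 12 weeks (log2 -0.72, adjusted p 0.732).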

Among the genes most prominently upregulated in F4/80^hi^ macrophages compared to both naive and repopulated F4/80^low^ microglia (Fig. 5d), we identified C-type lectins (*Clec12a, Clec4n, Mrc1*) and scavenger receptors (*Msr1, Cd36*). Furthermore, we observed high expression of cell adhesion molecules associated with transendothelial migration (*Itga4, Vcam1, Itgal*), which concords with the vascular activation observed in microglia-depleted brains (Fig. 3c). Furthermore, transcription factors normally associated with monocyte development and monocyte-derived tissue macrophages (*Ahr, Tfec, Runx3, Spic*)^24,47,48^ were more highly expressed in F4/80^hi^ macrophages. 

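C-type lectins and scavenger receptors were raised as groups, with *Clec12a* and *Msr1* in front. *Clec12a* (transcript 17463509) was at 11.02 ± 0.44 in F4/80 hi and 5.77 ± 0.12 in F4/80 low cells at 12 weeks (SE 0.50, adjusted p 1.12e-07), close to the 10.66 ± 0.12 of Ly6C hi monocytes (log2 0.37, adjusted p 0.618). *Msr1* was at 9.15 ± 0.14 and 5.45 ± 0.29 (log2 3.71, adjusted p 2.75e-08), and *Clec4n* 2.74, *Mrc1* 3.11 and *Cd36* 2.84 had adjusted p-values of 1.73e-05, 1.42e-08 and 5.50e-08. Against naive microglia, *Msr1* 4.19, *Mrc1* 3.18, *Cd36* 2.68 and *Clec4n* 2.52 were called higher. *Mrc1* (2.74) and *Cd36* (2.68) exceeded monocytes, whereas *Msr1* did not pass against them (log2 -0.44, adjusted p 0.318).

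Of 21 measured C-type lectins, 8 were higher than in F4/80 low cells, 1 was lower (*Mrc2*, -2.99 against naive microglia) and 12 did not pass (median log2 0.28, list p 0.0111); *Cd93* rose by 3.34. Of 18 scavenger receptors, 4 were higher, *Cxcl16* (1.59) and *Axl* (2.19) among them, and 14 did not pass (list p 0.0232). With p-values adjusted within the list the counts were 8 higher and 1 lower, and 4 and 0.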

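*Itga4* was at 11.42 ± 0.23 in F4/80 hi and 6.85 ± 0.35 in F4/80 low cells at 12 weeks (SE 0.41, adjusted p 3.88e-08), *Vcam1* at 9.75 ± 0.22 and 6.82 ± 0.31 (log2 2.93, SE 0.25, adjusted p 2.47e-08) and *Itgal* at 8.52 ± 0.34 and 5.81 ± 0.24 (log2 2.71, adjusted p 3.18e-05). In relation to Ly6C hi monocytes they differed: *Itga4* did not pass (log2 -0.49, adjusted p 0.382), *Itgal* was lower (log2 -2.17, adjusted p 3.65e-05) and *Vcam1* higher (log2 4.23, adjusted p 5.03e-13). *Vcam1* was also higher in F4/80 low cells at 4 weeks, at 7.99 ± 0.10 (2.29 against naive microglia). The wider list of adhesion and transendothelial migration genes moved both ways, with 5 higher, 2 lower and 13 not passing of 20 (median log2 -0.20, list p 0.510, adjusted over the list alone 5 and 2). *Cxcr4* belongs to the first group, and *Jam2* to the second. Endothelial markers, which would rise with endothelial cells or their RNA, had 0 higher and 2 lower of 9 against naive microglia (*Pecam1* -1.18, *Cdh5* -1.06). *Cdh5* was not called when single arrays were left out (-0.96 without naive replicate 2 and -0.85 without F4/80 hi replicate 1).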

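All 4 transcription factors were called higher in F4/80 hi than in F4/80 low cells at 12 weeks, and they stood in different relation to monocytes. *Spic* was at 7.38 ± 0.40 and 4.34 ± 0.27 (log2 3.04, SE 0.30, adjusted p 1.43e-07), *Tfec* at 7.70 ± 0.12 and 5.02 ± 0.31 (log2 2.68, SE 0.27, adjusted p 2.31e-07), *Ahr* at 9.12 ± 0.03 and 7.11 ± 0.28 (log2 2.01, SE 0.25, adjusted p 5.25e-06) and *Runx3* at 6.61 ± 0.37 and 5.05 ± 0.20 (log2 1.57, adjusted p 3.87e-06). The *Spic* signal of F4/80 low cells lies below the medians of their arrays (5.06 to 5.17), near background, so the size of its rise is uncertain. Against naive microglia the differences were *Spic* 3.03, *Tfec* 2.78, *Ahr* 1.91 and *Runx3* 1.72. *Spic* was above the monocyte level (log2 3.18), *Tfec* below it (-2.79, 10.54 ± 0.09 in monocytes), and *Ahr* (0.73) and *Runx3* (0.70) within 2-fold of it. Together with *Trps1* (1.95), these were 5 of 10 measured transcription factors of monocyte-derived macrophages called higher; 5 did not pass (median log2 0.96, list p 0.00606, 5 adjusted over the list alone).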

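Of 18 measured Ms4a genes, 5 were called higher in F4/80 hi than in F4/80 low cells at 12 weeks, 0 lower and 13 did not pass (median log2 0.40, list p 8.70e-04, 5 adjusted over the list alone). *Ms4a7* (transcript 17362953) was at 12.14 ± 0.07 in F4/80 hi and 6.40 ± 0.26 in F4/80 low cells (log2 5.74, SE 0.46, adjusted p 9.16e-09), *Ms4a14* at 11.16 ± 0.41 and 5.37 ± 0.50 (log2 5.79, adjusted p 5.50e-08) and *Ms4a4a* at 10.12 ± 0.11 and 5.51 ± 0.14 (log2 4.61, adjusted p 1.42e-08). The differences of *Ms4a4c* (2.73) and *Ms4a6c* (1.78) were also called, and that of *Ms4a6b* was smaller than 2-fold (log2 0.72, adjusted p 5.29e-04).

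The members differ in where else they are expressed. *Ms4a7* was at 5.87 ± 0.20 in Ly6C hi monocytes and at 10.93 ± 0.12 in RPM and 11.61 ± 0.06 in intestinal macrophages, and F4/80 hi cells exceeded monocytes by 6.17 for *Ms4a7* and 6.53 for *Ms4a14*. *Ms4a4c* was highest in monocytes (10.64 ± 0.35) and had fallen in F4/80 hi cells (-2.54), and *Ms4a6c* (0.09) and *Ms4a6b* (0.14) stayed at the monocyte level. Against naive microglia *Ms4a7* was higher by 6.78, *Ms4a14* by 6.49, *Ms4a4a* by 4.78, *Ms4a4c* by 3.00 and *Ms4a6c* by 2.10.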

Notably, several members of the Ms4a cluster located on chromosome 19 (*Ms4a7, Ms4a14, Ms4a4a, Ms4a4c, Ms4a6c, Ms4a6b*) were also upregulated.

To assess if the unique gene signature in monocyte-derived macrophages resulted in functional changes, we first confirmed increased surface protein expression of Clec12a, CD36, and CXCR4 on F4/80^hi^ macrophages compared to F4/80^low^ microglia using flow cytometry (Fig. 5e). We next examined phagocytic capacity, since F4/80^hi^ macrophages expressed higher levels of scavenger receptors. We observed increased uptake of both *E. coli* microparticles as well as fluorescently-labelled myelin by F4/80^hi^ macrophages compared to in both naive and repopulated F4/80^low^ microglia (Fig. 5f). Finally, we assessed their inflammatory cytokine and chemokine production capacity. Ex vivo isolated F4/80^hi^ macrophages secreted similar or lower levels of TNF, CCL3, CCL4 or CCL5 without stimulation or following LPS stimulation compared to F4/80^low^ microglia sorted in parallel (Supplementary Fig. 7). We did not detect production of IL-1β, IL-10, IL-12, IFN-γ or CCL2 under these conditions. Our results thus far demonstrated that monocyte-derived macrophages could adopt key components of the microglia transcriptome, but retained large transcriptional and functional differences, even after long-term integration into the CNS.

### Monocyte-derived macrophages adopt microglia DNA methylome

Epigenetic reprogramming has been demonstrated in macrophages transplanted into a new tissue microenvironment^24^. Furthermore, specific DNA methylation changes occur during hematopoiesis and guide myeloid lineage-specific differentiation^49^. To investigate whether DNA methylation changes occurred in monocyte-derived macrophages we probed the DNA methylome using methylation microarrays. We and others have demonstrated that this technique can be reliably used to probe up to 19,420 CpG sites in the mouse genome^50,51^. We sorted F4/80^low^ and F4/80^hi^ macrophages after 4 and 7 weeks, respectively, and compared their DNA methylomes to naive microglia as well as to BM progenitors and RPMs. Unbiased analysis of all CpG sites organized samples into two major clusters, one containing myeloid progenitors and RPMs, the other containing all CNS-derived samples (Supplementary Fig. 8A). Detailed analysis of the CNS cluster revealed that F4/80^low^ microglia clustered closely with naive microglia, demonstrating that their DNA methylation profile is largely conserved during repopulation (Supplementary Fig. 8A, B). Consistently, we observed only 139 differentially methylated sites between naive microglia and F4/80^low^ microglia at 7 weeks (adj. *p* < 0.05). For F4/80^hi^ macrophages and Ly6C^hi^ monocytes these numbers were 879 and 2081 differentially methylated sites, respectively. Analysis of the most variable sites in the dataset revealed that F4/80^hi^ macrophages adopted a methylation profile distinct from both BM progenitors and their F4/80^low^ counterparts as these three groups occupied the extremes of a multidimensional scaling (MDS) plot visualizing the differences in the dataset (Supplementary Fig. 8B). Contrasting the DNA methylation profiles of these groups using a stringent *p*-value (*p* < 0.001) revealed 1486 sites that were differentially methylated between all groups. Visualization of these CpG sites demonstrated that F4/80^hi^ macrophages adopted an intermediate methylation profile between Ly6C^hi^ monocytes and F4/80^low^ microglia (Supplementary Fig. 8C). These results are consistent with the interpretation that monocyte-derived macrophages partly adopted the DNA methylation profile of microglia following CNS niche colonization.

### Engrafting macrophages adopt a conserved gene signature

To investigate whether our transcriptomic profiles were biased by our DT-mediated depletion system, we compared our F4/80^low^ and F4/80^hi^ signatures to recently published datasets comparing CNS-engrafting macrophages and microglia. Cronk et al.^52^ recently demonstrated that peripheral macrophages engraft the brain as a consequence of impaired microglial self-renewal, using *Cx3cr1*^CreER/+^*Csf1r*^fl/fl^ mice. The authors used two additional models to at least partly replace the microglial pool with peripheral macrophages: whole-body irradiation followed by 9 month recovery, or a combination of the CSF1R antagonist PLX5562 and whole-body irradiation. We determined that our F4/80^hi^ gene signature was highly expressed in peripherally-derived macrophages but not locally derived microglia in all three models, and that the opposite was true for our F4/80^low^ gene signature (Fig. 6a).

**Fig. 6:**
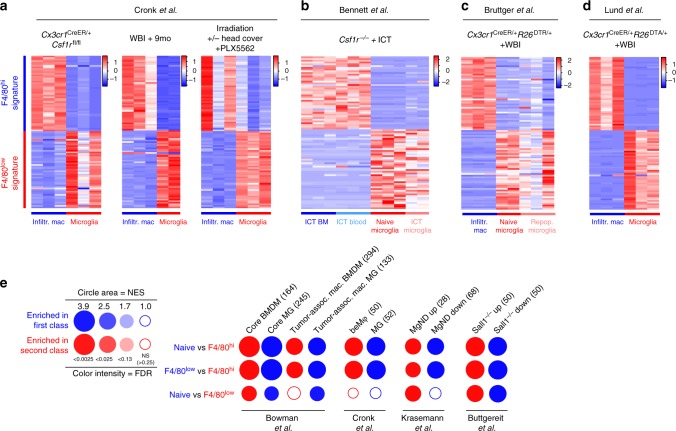
Monocyte-derived macrophages adopt a conserved gene signature associated with neuroinflammation and neurodegeneration. **a**–**d** Expression (*z*-scores) of the F4/80^low^ and F4/80^hi^ gene signatures from Fig. 5d in published datasets. These studies were chosen because they compared the transcriptomic profiles of CNS-infiltrating macrophages with resident microglia, with or without microglial depletion. Normalized RNA-seq expression counts were used to plot the data. WBI whole body irradiation. ICT intracerebral transplantation. **e** Gene set enrichment analysis visualized using BubbleGum. Color indicates the cell subset showing enrichment, and the size and color of circles represent enrichment score and significance, respectively. Numbers in parentheses denote the number of genes in the gene set. BMDM bone-marrow derived macrophage MgND neurodegeneration-associated microglia

In another recent study Bennett et al.^53^ used intracerebral transplantation (ICT) of microglia or peripheral immune cells into the empty microglial niche in *Csf1r*^–/–^ mice, demonstrating that only cells of yolk sac origin would adopt bona fide microglial gene expression. We determined that the F4/80^hi^ gene signature was highly expressed in microglia-like cells derived from intracerebrally transplanted BM or blood, but not in intracerebrally transplanted microglia (Fig. 6b). Conversely, the F4/80^low^ gene signature was highly expressed in intracerebrally transplanted microglia, but not in blood or BM-derived microglia-like cells (Fig. 6b).

Taken together these results are consistent with the idea that monocyte-derived macrophages adopt a unique and reliable gene signature as a consequence of encountering the CNS microenvironment. In further support of this conclusion, our F4/80^hi^ and F4/80^low^ gene signatures were conserved in engrafting macrophages and naive microglia reported in two additional studies, one by Bruttger et al.^30^ (Fig. 6c) and one by ourselves^31^ (Fig. 6d), both using irradiation combined with microglia depletion.

Next we performed gene set enrichment analysis on the transcriptomic profiles of F4/80^low^ and F4/80^hi^ macrophages and naive microglia and visualized their pairwise comparisons using BubbleGum^54^. We initially focused on studies comparing brain-engrafting macrophages with microglia. 

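For the signature lists of peripherally derived macrophages (beMφ-50) and microglia (Mg-52) in the source data of Fig. 6e, the genes were counted and tested in the arrays of 12 weeks. Of 47 measured beMφ-50 genes, 27 were higher in F4/80 hi than in F4/80 low cells, 0 lower and 20 not passing (median log2 1.12, list p 7.06e-04), with *Tlr8* in front, *Jag1* at 3.26, *Pgap1* at 2.17 and *Slit1* at 1.95. Of 50 measured Mg-52 genes, 31 were lower in F4/80 hi cells, 0 higher and 19 not passing (median -1.17, list p 2.56e-04). Against naive microglia 24 beMφ-50 genes were higher (median 1.11, list p 7.69e-04) and 36 Mg-52 genes lower (median -1.22, list p 3.80e-04). When only the genes of a list were adjusted for the counts were 27, 31, 24 and 36 in this order.

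F4/80 low cells at 12 weeks had 0 beMφ-50 and 0 Mg-52 genes called against naive microglia by limma (2 and 2 at an unadjusted p under 0.05). Compared with Ly6C hi monocytes, 26 of 50 Mg-52 genes were higher in F4/80 hi cells at 12 weeks (median 1.06), though the list did not pass (list p 0.0683). At 4 weeks 21 beMφ-50 genes were higher and 9 Mg-52 genes lower in F4/80 hi cells than in naive microglia, and with the 4-week arrays with the most neutrophil transcripts left out, 28 and 12, from 1 F4/80 hi array taken to vary like the other groups. The lists of tumour-associated macrophages are held only in part and are not analysed here.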

Overall, the gene sets identified in brain-engrafting macrophages were highly enriched in F4/80^hi^ macrophages, and gene sets identified in CNS resident microglia were enriched in F4/80^low^ and naive microglia (Fig. 6e). This analysis used gene sets from a study comparing the transcriptomic profiles of peripherally-derived and microglia-derived tumor-associated macrophages in glioma^55^, as well as the signature genes in peripherally-derived macrophages (beMφ-50) and microglia (Mg-52) described by Cronk et al.^52^ (Fig. 6e). In addition, F4/80^hi^ macrophages displayed enrichment of a common gene signature identified in microglia isolated from mouse models of AD, ALS, and MS, termed neurodegeneration-associated microglia (MGnD)^56^ (Fig. 6e). Furthermore, genes differentially expressed in *Sall1* deficient microglia^37^ were also highly enriched in F4/80^hi^ macrophages (Fig. 6e), which was of interest since F4/80^hi^ macrophages did not express *Sall1*. 

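Of 25 measured genes listed as raised in MGnD, 11 were higher in F4/80 hi than in F4/80 low cells at 12 weeks, 2 lower and 12 not passing (median log2 0.68, list p 0.0285), and against naive microglia 10 were higher and 2 lower (median 0.76, list p 0.00810). Adjusted over the list alone, 11 and 10 were higher and 3 and 2 lower. *Cxcr4*, *Siglec1* (3.76), *Msr1* and *Myof* (3.35) had the largest differences from F4/80 low cells. F4/80 hi cells were not the only cells with a rise: F4/80 low cells at 4 weeks had 10 of these genes higher than naive microglia and 0 lower (list p 0.00188), and 6 higher without the 2 replicates with the most neutrophil transcripts (list p 0.0360, the lone array was taken to vary like the other groups). F4/80 low cells at 12 weeks had 2 (list p 0.454), and DTR microglia 10 (14 adjusted over the list alone, list p 0.00385). The list of genes lowered in MGnD is held only in part and is not analysed here.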

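Of the genes raised in Sall1-deficient microglia, 35 of 49 measured were higher in F4/80 hi than in F4/80 low cells at 12 weeks, 0 lower and 14 not passing (median log2 1.91, list p 4.06e-04), with *Vnn3* (3.88) and *Cp* among those that rose most. Of the genes lowered in Sall1-deficient microglia, 19 of 45 were lower, 0 higher and 26 not passing (median -0.84, list p 0.00112). Against naive microglia the counts were 40 higher (median 2.10, list p 3.52e-04) and 26 lower (median -1.41, list p 4.27e-04). With p-values adjusted within the list, the counts against F4/80 low cells were 35 and 19, and those against naive microglia 40 and 26. Of the 49 raised genes, 10 are also in the type I interferon-stimulated list and 17 in the F4/80 hi signature. Their counts, here and in the other groups below, are therefore not independent of those lists.

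The pattern was already present at 4 weeks: 44 of the genes raised without *Sall1* were higher (median 2.15) and 20 of those lowered were lower in F4/80 hi cells. In these 4-week arrays *Sall1* itself lay much less below naive microglia than at 12 weeks. From the replicate with fewer neutrophil transcripts, taken to vary like the other groups, the counts were 41 and 24. F4/80 low cells at 4 weeks, with *Sall1* at 11.34 ± 0.44, had 29 raised genes higher (list p 5.94e-04), 13 in the replicate with the fewest neutrophil transcripts, taken to vary in the same way (list p 9.93e-04), and DTR microglia, with *Sall1* at 10.91 ± 0.24, 20 (list p 0.00765).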

Taken together our analysis demonstrates that the F4/80^low^ and F4/80^hi^ gene signatures are conserved across several experimental systems and are unlikely to be biased by our microglia depletion system.

### Type I IFNs regulate macrophage phenotype and colonization

To further probe potential regulators of peripheral macrophage engraftment, we performed gene set enrichment analysis on the transcriptional profile of F4/80^low^ and F4/80^hi^ macrophages. We tested for enrichment of the hallmark gene sets, which are 50 well-defined gene sets that convey specific biological states or processes^57^ and used BubbleGum to visualize the results. This analysis demonstrated that responses to IFN-γ and to IFN-α were the most significantly enriched biological processes in F4/80^hi^ macrophages (Fig. 7a). This result was further supported by ingenuity pathway analysis performed on the genes differentially expressed in F4/80^hi^ macrophages (>2 fold change both directions compared to F4/80^low^ microglia, adj. *p* < 0.05), which predicted several molecules related to interferon (IFN) signaling (IRF7, IRF3, IFN-α) to most potently affect the F4/80^hi^ gene signature (Fig. 7b). Furthermore, F4/80^hi^ macrophages expressed higher levels of the receptors for type I IFNs, *Ifnar1*, and *Ifnar2*, as well as several IFN stimulated genes, including *Oas1g* and *Oas2* and *Ifi44* (Fig. 7c). These analyses identified type I IFNs as a possible microenvironmental factor shaping F4/80^hi^ macrophages. 

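Interferon-stimulated genes were raised in F4/80 hi cells at both time points. The hallmark sets are not analysed here; in their place stand 41 measured type I interferon-stimulated genes and the Reactome sets of interferon α/β and of interferon γ signalling. At 12 weeks 10 of the 41 were higher in F4/80 hi than in F4/80 low cells, 0 lower and 31 not passing (median log2 0.55, list p 0.0285, 11 higher adjusted over the list alone), with *Mndal* 4.50, *Ifi207* 2.70 and *Usp18* 1.13. Against naive microglia 13 were higher at 12 weeks (median 0.61, list p 0.0146) and 22 at 4 weeks (median 1.05, list p 0.00149); adjusted over the list alone the counts were 13 and 22. At 4 weeks the replicate with fewer neutrophil transcripts gave 18 of 41 (median 0.92), taken to vary like the other groups. The lower level at 12 weeks did not pass as a change of its own (median -0.21, list p 0.526). The call of *Usp18* was lost at adjusted p-values of 0.0622 without F4/80 hi replicate 1, 0.126 without F4/80 hi replicate 2, 0.112 without F4/80 low replicate 2 and 0.0924 without F4/80 low replicate 3.

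The Reactome sets had fewer genes that moved at 12 weeks: 2 of 25 for interferon α/β (list p 0.415) and 9 of 87 for interferon γ (list p 0.349) were higher than in F4/80 low cells, and 0 lower in both. Per array, the median of the interferon-stimulated list over the naive mean was 0.42 to 0.73 in F4/80 hi cells at 12 weeks, -0.11 to 0.11 in F4/80 low cells at 12 weeks, 1.00 and 1.43 in F4/80 hi cells at 4 weeks and 0.51 to 1.12 in F4/80 low cells at 4 weeks. It was 0.68 to 0.84 in Ly6C hi monocytes, 1.59 and 1.82 in RPM and 1.28 and 1.38 in intestinal macrophages.

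**Figure D3:**
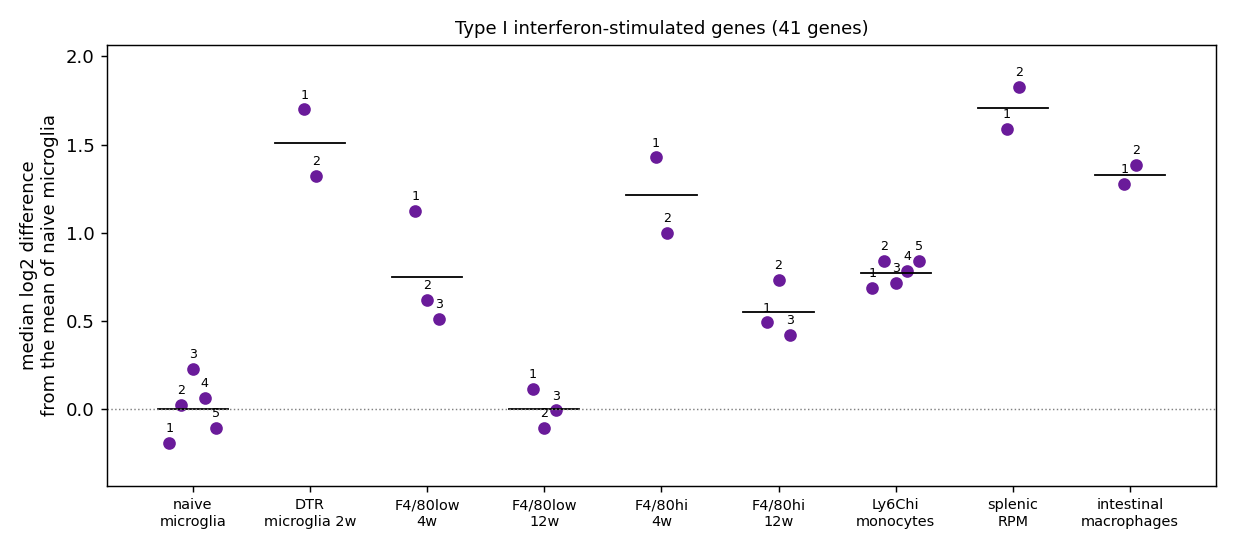
Median over 41 type I interferon-stimulated genes in each array, as log2 difference from the mean of naive microglia. F4/80 hi arrays at 12 weeks lay at 0.42 to 0.73 and DTR arrays at 1.32 and 1.70.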

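Of the regulators named, *Irf7* was itself raised and *Irf3* was not. *Irf7* was higher in F4/80 hi cells than in naive microglia at 12 weeks (log2 1.10, adjusted p 0.00730) and at 4 weeks (1.91), and against F4/80 low cells at 12 weeks its difference was 0.98 (adjusted p 0.0198). *Irf3* differed from F4/80 low cells by -0.02 (adjusted p 0.986). Of 12 interferon receptor and signalling genes, 1 was called higher, *Ifnar1*, and 0 lower at 12 weeks (11 not passing, median log2 0.06, list p 0.601, 1 adjusted over the list alone). An upstream regulator prediction of this kind was not run here. Single arrays decide these calls of *Irf7*: against naive microglia the adjusted p was 0.0529 without naive replicate 1, and against F4/80 low cells the difference passed 2-fold at 1.06 without F4/80 hi replicate 2, 1.06 without F4/80 low replicate 1 and 1.06 without F4/80 low replicate 2.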

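*Ifnar1* (transcript 17327069) was at 10.87 ± 0.04 in F4/80 hi and 9.78 ± 0.24 in F4/80 low cells at 12 weeks (log2 1.09, SE 0.16, adjusted p 5.05e-05) and was also raised at 4 weeks, at 11.01 ± 0.42 (1.14 against naive microglia). *Ifnar2* was at 11.59 ± 0.22 and 10.96 ± 0.15, a difference smaller than 2-fold (log2 0.64, SE 0.15, adjusted p 0.00997). *Oas1g* was at 10.14 ± 0.13 and 6.93 ± 0.51 (log2 3.21, SE 0.49, adjusted p 7.73e-05) and *Oas2* at 9.62 ± 0.18 and 7.50 ± 0.30 (log2 2.12, SE 0.36, adjusted p 2.96e-04). *Ifi44* is paired with no transcript in the annotation used and is not analysed here. Ly6C hi monocytes had *Ifnar1* at 10.19 ± 0.13, 0.76 below F4/80 hi cells on the log2 scale, and F4/80 hi cells exceeded them by 2.82 for *Oas1g* and 1.28 for *Oas2*. The interferon-stimulated list as a whole did not show such a rise over monocytes. Its median over the naive mean was 0.68 to 0.84 in monocyte arrays and 0.42 to 0.73 in F4/80 hi arrays at 12 weeks. *Ifnar1* lies close to the 2-fold threshold and is within it at 0.98 without F4/80 low replicate 2, and at 4 weeks at 0.85 without F4/80 hi replicate 2.

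The methods' t-test (unpaired, two-sided, given in the legend of Fig. 7c), run on linear signals, a scale chosen here, of the 3 arrays per group, gave p-values of 4.04e-04 for *Ifnar1* (ratio of means 2.11), 0.0232 for *Ifnar2* (1.56), 8.24e-05 for *Oas1g* (8.92) and 5.05e-04 for *Oas2* (4.31). Across all transcripts that test passed 0.05 in 3807 and 0.001 in 355, of which 113 remained after Benjamini-Hochberg adjustment. From the enriched sets, the predicted regulators and these genes, the paper proposes type I interferons as a factor of the surroundings that shapes F4/80 hi macrophages.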

CNS-derived type I IFNs have been demonstrated to regulate infiltrating macrophages during experimental autoimmune encephalomyelitis^58^. We thus asked whether type I IFNs regulate colonization of the microglial niche by monocyte-derived macrophages. To test this experimentally we produced *Ifnar1*^−/−^:WT → *Cx3cr1*^CreER/+^*R26*^DTA/+^ competitive chimeras, which resulted in approximately 65/35% (*Ifnar1*^–/–^:WT) chimerism in blood Ly6C^hi^ monocytes. We then depleted microglia using TAM administration and analyzed chimerism in the F4/80^hi^ compartment after 3 weeks. We observed that *Ifnar1*^–/–^ cells had a competitive advantage over WT cells in repopulating the F4/80^hi^ compartment, resulting in approximately 85/15% (*Ifnar1*^–/–^:WT) chimerism (Fig. 7d). This indicates that type I IFNs have an inhibitory effect on microglial niche colonization.

**Fig. 7:**
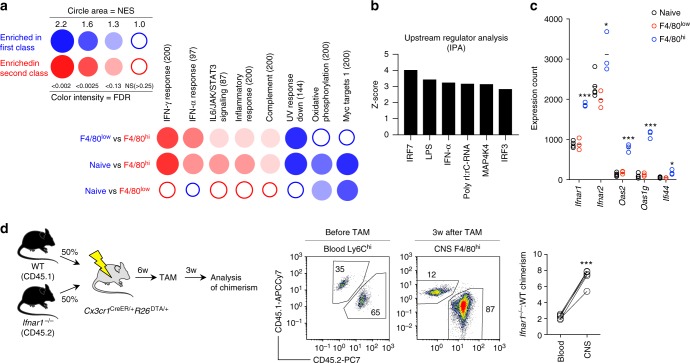
Type I IFNs regulate niche colonization. **a** Analysis of enrichment of hallmark gene sets visualized using BubbleGum. Color indicates the cell subset showing enrichment, and the size and color of circles represent enrichment score and significance, respectively. **b** Top activated upstream regulators using ingenuity pathway analysis. **c** Microarray expression counts of type I IFN receptors and response genes. Lines represent mean values. *p < 0.05, ***p < 0.001 by Student’s unpaired two-tailed *t*-test comparing F4/80^low^ and F4/80^hi^. **d** Analysis of chimerism in WT:*Ifnar1*^–/–^ competitive chimeras before TAM administration (blood) or 3 weeks after TAM (CNS). Blood is gated on CD11b^+^SSC^low^Ly6C^hi^ monocytes and CNS on CD11b^+^F4/80^hi^. *n* = 4 mice. The experiment was performed once. ***p < 0.001 by Student’s paired two-tailed *t*-test

## Discussion

Microglia are derived from yolk-sac progenitors that arise early during embryogenesis and that colonize the primitive brain^1^. The formation of the BBB is believed to halt any further colonization of the brain by primitive macrophages during embryogenesis. It is now established that microglia self-maintain throughout adulthood with little or no input from peripheral precursors^1–3^, this occurring as a stochastic process of microglial proliferation^59,60^. During certain conditions, however, as demonstrated herein and by others^29,30,52^, myeloid cells can colonize the brain and give rise to long-lived microglia-like cells. Understanding how monocytes take over the microglia niche is not only of biological importance but also of therapeutic interest, since replacement of mutant microglia with wild-type BM-derived cells has been proposed for neurological disorders such as ALS^61,62^ and Nasu-Hakola disease^63^. The current study was undertaken to characterize this process and its underlying mechanisms.

In this paper we report that after depletion of microglia using *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice, the microglial niche is simultaneously repopulated by a combination of surviving resident microglia and CNS-infiltrating monocytes. While previous reports have described microglial proliferation or peripheral myeloid cell engraftment to occur as a consequence of microglia depletion^29,30,35,52,64–66^, our report is the first that demonstrates that these processes can occur simultaneously and cooperatively to repopulate an empty microglial niche, effectively showing that these processes are not mutually exclusive. Using head-shielded chimeras and adoptive transfer, we could demonstrate that brain irradiation or stem cell release into the circulation were not prerequisites for peripheral macrophage repopulation in our model. Furthermore, monocyte engraftment occurred without BBB breakdown. However, the absence of microglia caused a transient cytokine storm which likely led to the observed vascular activation, coinciding with Ly6C^hi^ monocyte entry into the CNS. Future studies should address the importance of this inflammation in attracting monocytes into the CNS.

The fact that proliferating microglia and engrafting macrophages adopted distinct surface marker expressions (F4/80^low^ and F4/80^hi^, respectively) could be utilized to sort these populations and perform transcriptional, epigenetic, and functional profiling. One obvious benefit of our experimental paradigm is that we could thus control for the effect of the CNS environment during depletion/repopulation, since F4/80^low^ and F4/80^hi^ cells were sorted from the same brains. Consequently, our first observation was that the global gene expression profile of CNS-engrafting macrophages was more similar to microglia than to other tissue-resident macrophages or their Ly6C^hi^ monocyte precursors. Consistent with this we observed upregulation of microglia-specific genes including *P2ry12, Fcrls, Siglech*, and *Tmem119* in monocyte-derived macrophages, as well as microglia-expressed transcription factors *Mafb* and *Mef2a*. In addition, we observed a similar trend for the DNA methylation profile. In concordance with a recent proposal,^28^ we interpret this as imprinting of monocyte-derived macrophages by the microglial niche. Importantly, however, *Sall1*, a transcription factor regulating microglia identity^37^ was not expressed in monocyte-derived macrophages, whose transcriptional profile displayed enrichment of genes expressed in *Sall1*^–/–^ microglia. Enforced expression of *Sall1* in CNS-engrafting macrophages would be an important experiment to address the requirement for *Sall1* expression in coordinating the bona fide microglia gene expression program.

Our F4/80^low^ and F4/80^hi^ gene signatures consistently overlapped with the published transcriptional profiles of microglia and engrafting macrophages across several models of microglia depletion, ruling out the possibility that they were biased by the nature of our microglia depletion model. Rather, the conserved gene signature observed in F4/80^low^ and F4/80^hi^ subsets instead indicates that these gene sets represent fixed ontogeny-dependent expression programs. We consistently observed a high similarity between our F4/80^hi^ gene signature and that described in microglia-like cells derived from intracerebral transplantation of cells of hematopoietic stem cell origin into an empty microglial niche^53^, including high expression of *Ms4a7, Clec12a*, and *Apoe*. This was in contrast to cells of yolk-sac origin^53^, which displayed higher expression of microglia-specific genes, including *Sall1*, *Sall3*, and *Slc2a5*.

Why do monocyte-derived macrophages not fully adopt the microglia gene expression program despite being situated in the same organ space? One possibility is that microglial education occurring during development^46,67^ induces a transcriptional and epigenetic program not obtainable by monocyte-derived macrophages that enter the adult brain. Alternatively, monocytes may contain unique epigenetic programming from the BM. In concordance with this notion we observed that the DNA methylation pattern of monocyte-derived macrophages was frozen between BM and microglia states. Interestingly, Lavin et al. have demonstrated considerable variation in the ability of BM-derived transplants to recover tissue macrophage-specific chromatin states. Depending on the tissue, transplant-derived macrophages isolated from the liver, spleen, lung or peritoneum adopted 47–92% of tissue-specific enhancer regions^24^. Such variability could potentially explain why monocytes do not fully adopt microglia gene expression, which contrasts to monocytes repopulating Kupffer cell^68^ or alveolar macrophage^26^ niches following experimental depletion.

Finally, to identify potential regulators of monocyte engraftment and repopulation we performed gene set enrichment and ingenuity pathway analyses, which identified a robust IFN signature in monocyte-derived macrophages. Importantly, type I IFNs regulate the phenotype of both CNS resident and infiltrating myeloid cells. Exaggerated type I IFN signaling in microglia leads to their activation and engulfment of synapses, manifesting as neurological symptoms in lupus-prone mice^69^. However, local production of type I IFNs in the CNS suppress autoimmune neuroinflammation by modulating CNS engrafting macrophages^58^. We used a competitive chimera approach to address the requirement for IFNAR signaling in monocyte-derived macrophages in repopulating the microglial niche, and demonstrated that type I IFNs impair this process. Interestingly, this contrasts with our recent observation that TGF-β signaling promotes microglia niche colonization^31^. Future studies should aim to identify the crucial microenvironmental factors shaping CNS engrafting monocytes and how they may be manipulated in order for monocytes to completely adopt microglia identity.

## Methods

### Mice

All mice were bred and maintained under specific pathogen-free conditions at Karolinska Institutet, in accordance with national animal care guidelines. All animal experiments were approved by the appropriate ethical review board (Stockholms djurförsöksetiska nämnd). *Cx3cr1*^CreER-EYFP^, *R26*^DTR^, *R26*^DTA^, CD45.1 were originally obtained from The Jackson Laboratory. *Cx3cr1*^GFP/+^*Ccr2*^RFP/+^, and *Ccr2*^–/– (RFP/RFP)^ mice were a gift from Klas Blomgren at Karolinska Institutet. *Ifnar1*^–/–^ were originally obtained from Ulrich Kalinke. Experiments were started when mice were 6–12 weeks.

### In vivo treatments

Tamoxifen administration: Tamoxifen (TAM; Sigma) was suspended in corn oil at 75 °C and 5 mg (200 µl) was unless otherwise specified administered subcutaneously (s.c.) on three consecutive days.

Diphtheria toxin administration: Microglia were depleted in *Cx3cr1*^CreER/+^*R26*^DTR/+^ by two subcutaneous doses of 5 mg TAM separated by 48 h followed 3 weeks later by three daily doses of 25 ng/g diphtheria toxin, given intraperitoneally.

EdU administration: Mice were fed for 2 weeks with EdU in drinking water (0.2 mg/ml + 1% sucrose) from days 0–14 or 14–28 after TAM injections. The solution was protected from light at all times and changed once per week. EdU was detected by flow cytometry according to manufacturer’s instructions (Invitrogen).

Evans Blue administration: To assess BBB integrity mice were injected i.p with 200 μl 2% Evan’s Blue solution (Sigma). Twenty-four hours later mice were perfused and brains collected, weighed and homogenized in 1 ml 3.05 M trichloroacetic acid. The homogenate was centrifuged for 10 min at 10,000 × *g* and the supernatant mixed 1:3 with 95% ethanol. Samples were excited at 625 nm and emission read at 680 nm using a Glomax fluorescence plate reader.

### Generation of BM chimeras

Mice were irradiated with 9.5 Gray using an X-RAD 320 irradiation source (0.95Gray/minute) with a 20 × 20 cm irradiation field. Head protection was accomplished by retaining mice under isofluorane anaesthesia and placing the head (from the neck up) outside the field of irradiation. Mice were monitored throughout the irradiation period to make sure the heads stayed outside the field (the irradiation source is equipped with a lamp to visualize the irradiation field). Mice were reconstituted on the same day with 2–5 × 10^6^ BM cells by tail vein injection. Mice were considered reconstituted and used for experiments 6–8 weeks later. Head-protected mice generally resulted in 50–80% chimerism.

### Chemotherapy

Myeloablation using chemotherapy was performed by administering 20 mg/kg Busulfan (Sigma) by i.p. injection on three consecutive days. Busulfan was solubilized in DMSO and diluted to 5 mg/ml in PBS. On the fourth day 12–14 × 10^6^ BM cells were given by tail vein injection. This procedure resulted in 80–98% chimerism.

### Adoptive transfer

Ly6C^hi^ monocytes were isolated with ~90% purity using negative selection MACS beads (monocyte isolation kit, Miltenyi) from the femurs and tibias of *Cx3cr1*^GFP/+^ *Ccr2*^RFP/+^ mice. 1.7–3.0 × 10^6^ cells/day were transferred by tail vein injection into *Cx3cr1*^CreER/+^*R26*^DTA/+^ mice on day 0, 1, and 2 after TAM. Mice were sacrificed on day 14 for analysis of reconstitution.

### Preparation of single cell suspensions

Mice were sacrificed by injecting 100 µl pentobarbital (i.p.). When applicable, blood was collected from the right ventricle prior to perfusion. Mice were perfused with ice- cold PBS and organs dissected. CNS cells were prepared by enzymatic digestion using Collagenase D (1 mg/ml, Roche) and DNAse I (0.2 mg/ml, Roche) or Neural Tissue Dissociation Kit T (Miltenyi Biotec). Myelin was removed using 38% Percoll.

Samples of 100–200 μl blood were collected into tubes containing EDTA, lysed in ACK buffer and centrifuged. The pellet was resuspended in PBS and used for staining. Spleen cell suspensions were prepared by mechanical dissociation in PBS using 40 μm strainers. BM cells were prepared by flushing femurs with PBS. Spleen and BM preparations were treated with ACK buffer to lyse RBCs. Cell suspensions from the lamina propria of the small intestine were prepared by mechanical dissociation followed by enzymatic digestion using DNAse and Liberase. Cells were then purified using a 40/60% Percoll gradient and isolated at the interphase. Cells were counted using a Scepter counter (Millipore) or by flow cytometry using CountBright absolute counting beads (Thermo Fisher).

### Flow cytometry

Single cell suspensions were plated in 96-well V-bottom plates and stained at 4 °C. Dead cells were removed using LIVE/DEAD Fixable Dead Cell Stain Kit (Invitrogen). The following antibodies were used: CD3 (17A2, Biolegend), CD11b (M1/70, Biolegend), CD11c (N418, Biolegend), CD16/32 (93, Biolegend), CD34 (HM34, Ebioscience), CD36 (MF3, Bio-Rad), CD45 (30F11, Biolegend), CD45.1 (A20, Biolegend), CD45.2 (104, Biolegend), CD115 (AFS98, Biolegend), CD206 (MR5D3, BD), B220 (RA3-6B2, Biolegend), c-kit (ACK2, Biolegend), Clec12a (5D3CLEC12A, Biolegend), CXCR4, (2B11, BD), F4/80 (BM8, Biolegend), Ly-6C (HK1.4, Biolegend), Ly-6G (1A8, BD Biosciences), MHCII (M5/114.15.2, Biolegend), NK1.1 (PK136, BD Biosciences). Sca-1 (D7, Biolegend), Siglec H (551, Biolegend), TER119, (TER-119, Biolegend). Cells were acquired using a Gallios flow cytometer (Beckman Coulter) and analyzed using Kaluza software (Beckman Coulter). GFP and YFP signals in chemotherapy and adoptive transfer experiments were separated by exciting GFP using the 405-nm violet laser using the 550/40-nm emission filter.

### Cell sorting

Cells were sorted using a BD influx cell sorter using the following sorting strategies. F4/80^low^ microglia (CD11b^+^CX3CR1^hi^F4/80^low^), F4/80^hi^ macrophages (CD11b^+^CX3CR1^hi^F4/80^hi^), Naive microglia and *Cx3cr1*^CreER/+^*R26*^DTR/+^ (DTR) microglia (CD11b^+^CX3CR1^hi^) with >97% purity. CMP (Lin^–^ckit^+^sca1^–^CD34^+^CD16/32^int^), GMP (Lin^–^ckit^+^sca1^–^CD34^+^CD16/32^hi^), cMoP (Lin^–^ckit^+^CD115^+^Ly6C^+^CD11b^–^), Ly6C^hi^ monocytes were sorted from BM using the monocyte isolation kit (BM, Miltenyi Biotec) with ~95% purity. Spleen RPMs were sorted based on their superparamagnetic properties using MACS columns with ~95% purity or further FACS sorted (Dead^-^CD45^+^F4/80^hi^). Intestinal macrophages were pre-sorted using CD11b-beads (Miltenyi) and then as CX3CR1^hi^CD64^+^MHCII^+^.

### Microarray analysis

For RNA preparation cells were sorted into a solution of RNA later (Thermo Fisher Scientific). RNA was prepared using RNeasy Micro Kit (Qiagen). RNA quality and integrity was assessed using a Bioanalyzer 2100 (Agilent). All samples included had high quality (RIN = 7–10). cDNA preparation, hybridization and scanning were performed at the Array and Analysis Facility, Science for Life Laboratory at Uppsala Biomedical Center (BMC). 0.5–10 ng of total RNA from each sample was used to generate amplified and biotinylated sense-strand cDNA from the entire expressed genome according to the GeneChip WT Pico Reagent Kit User Manual (Affymetrix). GeneChip Mouse Gene 2.1 ST Arrays were hybridized for 16 h in a 45 °C incubator, washed and stained and finally scanned at the GeneTitan Multi-Channel Instrument, according to the GeneTitan Instrument User Guide for Expression Arrays Plates (Affymetrix).

### Bioinformatic analyses

PCA and heatmaps were produced using Partek Genomics Suite (Partek).

Gene Set Enrichment analysis was performed and visualized using BubbleGum using standard settings. Ingenuity pathway analysis (IPA, Qiagen) was used to analyze upstream regulators.

### DNA methylation analysis

DNA was prepared using QIAamp DNA Micro Kit (Qiagen). DNA methylation analysis was performed using Infinium MethylationEPIC BeadChip (Illumina) with ≥250 ng input DNA at the Bioinformatics and Expression Analysis (BEA) core facility, Karolinska Institutet. EPIC probes (50-mer oligonucleotides) were mapped to GRCm38/mm10 using Bismark (version 0.14.5) with default settings. A total of 19,420 probes were identified as unique hits (conserved between human and mouse) and used for downstream analysis. Data was analyzed using the ChAMP package, probes were filtered for mapping probes with 17,633 probes passing detection cutoff, and subsequently SWAN normalized. Differential probes were identified using Limma (*p* < 0.01) and clustering was preformed using PCA analysis.

### qPCR

Hemibrains or coronal brain sections were homogenized in RLT-buffer (Qiagen) containing beta-mercaptoethanol (14.3 M, 10 µl/ml, Sigma) and RNA prepared using the RNeasy Mini Kit (Qiagen). cDNA was synthesized using the iScript cDNA Synthesis Kit (Bio-Rad). qPCR was performed with SYBR green reaction (Bio-Rad). All expression levels are reported relative to *Hprt* or *Hprt* and *Gapdh*. Primer sequences can be found in Supplementary Table 1.

### Immunohistochemistry

PBS-perfused brains were immersion-fixed in 4% PFA for 24 h, then sucrose protected (20%) for at least 24 h and then embedded in OCT cryomount (Histolab) and frozen in isopentane. Sections were stained using the following antibodies: Iba-1 (Wako), F4/80-biotin (Cl:A3-1, AbD Serotec), GFP (Abcam, ab13970), GFAP (Abcam, ab7260), Ki67 (Abcam, ab15580), P2ry12 (generated by Dr. O. Butovsky), ICAM-1 (Abcam, ab119871). P2ry12-staining and CX3CR1^+^/Ki67^+^ cell counting was performed Pannoramic viewer and Histoquant software (3D histech).

### Ex vivo experiments

Phagocytosis: Phagocytosis was assessed in F4/80^low^ and F4/80^hi^ cells by pre-sorting CNS cells using CD11b-microbeads (Miltenyi) and staining with F4/80 and CD11b antibodies. Cells were then incubated 1 h with pHrodo Red *E. coli* microbeads (Thermo Fisher Scientific) or pHrodo Red-labeled myelin. Myelin was isolated from mouse brains/spinal cords using a sucrose gradient and labeled with pHrodo Red according to manufacturer’s instructions (Thermo Fisher Scientific).

Cytokine secretion: Sorted microglia were cultured overnight in DMEM containing 10% FCS ± 100 ng/ml LPS (*E. coli* O111:B4, Sigma). Culture supernatants were analyzed for levels of TNF, IFN-γ, IL-1β, IL-10, IL-12p70, CCL2, CCL3, CCL4, and CCL5 in two multiplex-panels using cytometric bead array (CBA) according to manufacturer’s instructions (BD biosciences).

## Electronic supplementary material

Supplementary Information

Peer Review File

Source Data Fig. 5d

Source Data Fig. 6a–d

Source Data Fig. 6e

Source Data Fig. 7a

Source Data Fig. 7b

Reporting Summary

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Microarray and DNA methylation array raw data have been deposited in the Gene Expression Omnibus data repository under accession number GSE121409 and GSE121483, respectively. A reporting summary for this article is available as a Supplementary Information file. The source data underlying Figs. 5d, 6a–e, 7a, b are provided as source data files.

How the deposited data were processed for this re-analysis (not part of the article)

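The deposited values are log2 expression signals of 27 samples measured on Affymetrix GeneChip Mouse Gene 2.1 ST arrays (WT Pico kit, GeneTitan scanner). The authors processed the signals in Partek, whose version, probe summary, background correction, normalization and batch adjustment are not stated in the sources used here. In the deposited table the difference between the batches in naive microglia equals that in Ly6C hi monocytes in every transcript (r 1, median -0.0472, SD 0.178), the trace of a batch adjustment made before deposit. The samples are pools of 2 to 5 mice: 5 arrays of naive microglia, 5 of Ly6C hi monocytes, 3 each of F4/80 low cells at 4 weeks, F4/80 low cells at 12 weeks and F4/80 hi cells at 12 weeks, and 2 each of F4/80 hi cells at 4 weeks, DTR microglia, RPM and intestinal macrophages. Conditions and batches were taken from the sample labels. CMP and GMP are not analysed here.

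The table holds 41345 transcripts, of which 2145 are blank and 6955 hold 0 in every array. The remaining 32245 were tested. Of these, 22761 pair with 1 gene symbol, 1681 with several and 7803 with none, which gives 21666 genes. A gene with several transcripts is represented by the one listed in the source data of Fig. 5d or else by the one with the highest mean. All arrays entered 1 linear model in limma 3.58.1 (R 4.3.3) with a mean for each of the 9 groups and a batch term, with 17 residual and 6.23 prior degrees of freedom and a prior standard deviation of 0.229. Groups of 2 arrays thereby borrow the spread of the others. Within each of 12 comparisons, p-values were adjusted by Benjamini-Hochberg over all tested transcripts, and a call needed an adjusted p under 0.05 and a change above 2-fold. Differences between time points were tested as contrasts of their own. The unpaired two-sided t-test that the legend of Fig. 7c gives was run for its genes on linear signals, a scale chosen here.

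Gene lists were tested by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry. There were 41 lists. Of these, 30 were written down from general knowledge of cell types and pathways, 4 are Reactome sets from fgsea 1.28.0 (read with Entrez identifiers, lists stored with jsonlite 2.0.0), and 7 come from the source data of Fig. 5d and Fig. 6e. The genes named in the text follow a rule: the genes the paper names for the arrays, whose values in its source data had been seen; for each comparison the 10 largest rises and 10 largest falls among called genes whose arrays do not overlap between the groups; and up to 4 members of each list. Outside this rule stand *Irf3* and *Irf7*, which the paper names as predicted regulators, 3 Y-linked genes, chosen after *Xist* was seen to differ between arrays, and *Mmp9* of a second neutrophil list. The comparisons, thresholds, 30 lists, named-gene rule and most alternatives were set before the data were examined.

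Principal components were computed on centred, unscaled transcripts, clustering used average linkage on 1 minus Pearson correlation over the 1000 most variable transcripts, and similarity is the Pearson r of an array with the mean profile of a reference group. The alternatives were no batch term, quantile normalization, arrays centred on their median, transcripts below the 40th percentile of mean signal left out, transcripts with 1 gene symbol only, a variance trend with robust estimation, no moderation, CNS arrays only, the arrays of 1 batch only, each array left out in turn, and a block term for arrays with the same replicate number. The sample numbers were not used as pairs in the model: after group means are removed, arrays of the same number from F4/80 hi and F4/80 low cells at 12 weeks correlated at -0.0789, -0.103 and -0.0551. At 4 weeks they correlated at 0.282 for number 1 and -9.10e-04 for number 2, and the highest r between different numbers was 0.292, so that the numbers may not give the pairs. Other splits of the arrays into groups of the same sizes, up to 100 per comparison, were fitted in the same way.

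Precision was tested on simulated data: normal noise with the residual spread of each transcript was drawn around its mean, and 200 transcripts were moved by a known factor. For F4/80 hi against F4/80 low cells at 12 weeks, 62 of 66 transcripts moved 3-fold, 73 of 73 moved 4-fold and 61 of 61 moved 8-fold were called, with 4 false calls. For DTR microglia with 2 arrays they were 66 of 76, 59 of 60 and 64 of 64, with 7 false calls. For F4/80 hi against F4/80 low cells at 4 weeks they were 68 of 71, 52 of 52 and 76 of 77, with 8 false calls. The simulated arrays were independent and varied alike in every group, without technical repeats, batch adjustment or uneven replicates. These rates therefore do not show how stable the real counts are, least of all at 4 weeks. Array medians lay close to 5 on the log2 scale, where a transcript near background cannot show a fall. Gene sets that the study used but that are held only in part, and the hallmark sets, were left out.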

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

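The tests of monocytes, of batch, of a state of microglia and of time or model, the genes used to test for F4/80 hi cells or their RNA, and the model with Y-linked transcripts were chosen only after the results were seen, as were the counts without the arrays with the most neutrophil transcripts. The test of neutrophils on a second list, the first test for F4/80 hi cells and the splits were written before their outcome was seen.

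Of 84 values tested for a stray array in the groups of 5, 2 passed the critical value of 0.71, fewer than the 1 in 20 that chance gives. Naive replicate 3 had a mean correlation of 0.972 with the other naive arrays, whose own means were 0.980 to 0.982. *Mef2a* was at 12.63 in naive replicate 4 and at 12.51 to 12.54 in the others. Without naive replicate 3 the count for F4/80 low cells at 12 weeks against naive microglia was 39, against 37 with it.

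Tests of the difference between 4 and 12 weeks passed in F4/80 hi against F4/80 low cells for 38 transcripts, in F4/80 low cells for 59 and in F4/80 hi cells for 55 transcripts. Without the 3 arrays with the most neutrophil transcripts they passed for 6, 15 and 139, where the lone array of a group is assumed to vary like the other groups. The 10 splits of the F4/80 low arrays are too few for a share under 0.05. The real split called 59 and the highest of the others 0. Time and batch coincide, tied only through naive microglia and monocytes.

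Neutrophil markers were called higher in 9 of 10 in F4/80 low and in 6 of 10 in F4/80 hi cells at 4 weeks, with *S100a8* and *S100a9* at 9.29 and 10.32 in F4/80 low cells and 4.60 and 6.99 in naive microglia, and the rise was largest in F4/80 low replicates 1 and 2 and F4/80 hi replicate 1. Ly6C hi monocytes as the only source are argued against, since 13 monocyte genes gave at most 0.0843 of the share of monocytes that 6 neutrophil genes would need. This ratio cannot exclude monocytes beside another source. The monocyte genes gave shares of 0.0415, 0.0956 and 0.0673 in F4/80 low replicates 1 and 2 and F4/80 hi replicate 1. In F4/80 low replicate 3 and F4/80 hi replicate 2 they gave 0.00637 and 0.00250. A difference between batches is argued against too: within the same batch the lowest median of the 3 arrays lay 3.53 above the highest of the naive arrays and F4/80 low replicate 3, whose own range was 0.881. A second list of 20 neutrophil genes, 19 of them measured and 0 shared with another list, rose in the same 3 arrays (lowest median 1.18; 12, 15 and 13 genes more than 2-fold; *Mmp9* at 8.64, 9.20 and 9.21 against 5.19 in naive microglia), so neutrophils or their RNA may be present in these samples. Of the lists, 7 of 19 and 4 of 10 genes lie above the median gene in naive microglia, and the gate on CX3CR1-high cells, with a stated purity above 97%, would remove neutrophils. The paper also reports no change in the number of neutrophils in the CNS after depletion. Expression of these genes by the sorted cells themselves was not tested and stays open.

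The F4/80 hi signature was raised in F4/80 low cells at 4 weeks, with medians of 2.82 and 2.68 in replicates 1 and 2 and 0.93 in replicate 3. A difference between batches is argued against, since the lowest of these medians lay 0.791 above the highest of the naive arrays of the same batch, whose own range was 0.220. For F4/80 hi cells or their RNA in the F4/80 low sort, 76 gained and 43 lost genes outside the signature gave shares of 0.350 and 0.551 in replicate 1 and 0.390 and 0.138 in replicate 2, a ratio of 0.355 in the latter, which decides nothing within the spread of the genes. The gate on F4/80-low cells, with a stated purity above 97%, would remove most F4/80 hi cells, and these shares are larger than that purity would leave. A first version on the signature genes gave 0.433 and 0.542 in replicate 1 and 0.402 and 0.205 in replicate 2. Its ratio of 0.510 met the bound of 0.5 for such cells, but these genes had been chosen for the pattern, so that test is void. A state of repopulating microglia stays open too, since the median of 0.426 in DTR microglia comes from another model and time, and the explanations cannot be told apart.

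Of 41 type I interferon-stimulated genes, 31 were higher in DTR microglia than in naive microglia (median log2 1.50, list p 1.95e-04), which the paper does not report. F4/80 hi-type cells or their RNA are argued against, since the gained signature genes gave a share of at most 0.0331 and the interferon genes at least 1.79 of the F4/80 hi level. So is a difference between batches: the lower median of the 2 DTR arrays, 1.32, lay 1.21 above the highest of the naive and F4/80 low arrays of the same batch, whose own range was 0.307. The time since depletion and the depletion model cannot be told apart, since each time point has a single model. The nearest time point of the other model, F4/80 low cells at 4 weeks, had a median of 0.727. Against F4/80 hi cells at 12 weeks 17 of the 41 were higher and 1 lower in DTR microglia (median 0.94), and against F4/80 low cells at 12 weeks 33 and 0 (median 1.40), a comparison chosen after the values were seen.

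Markers of other cell types were also called in the reference populations: 4 of 4 erythroid markers higher in RPM than in naive microglia, and 7 of 8 B cell and 6 of 9 dendritic cell markers higher in intestinal macrophages. No explanation was tested. Y-linked transcripts differed between arrays of the same group: the mean of *Eif2s3y*, *Kdm5d* and *Uty* spanned 3.08 between the highest and the lowest naive array. *Xist* was at 11.63 ± 0.56 in naive microglia. At 12 weeks all 3 arrays of F4/80 hi cells had low *Xist* (5.14 to 5.66) and high *Eif2s3y* (9.22 to 9.44), and so had all 3 of F4/80 low cells (4.48 to 5.60 and 8.30 to 9.22), so that sex may enter both comparisons with naive microglia. The sex of the mice in each pool is not stated.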

How the results depend on the processing

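The counts without the arrays with the most neutrophil transcripts, with pairs by sex-linked and neutrophil transcripts and with a term for Y-linked transcripts were chosen only after the results were seen; the other alternatives were planned. Leaving out single arrays kept 106 counts within 1.5 times their value and moved 15, and the other alternatives kept 158 and moved 36. For the printed genes, 4516 values under alternatives kept the call, 124 lost it and 10 gained it, and for the printed lists 206 kept and 20 lost it. None reversed. The losses lay mostly in F4/80 low cells and DTR microglia against naive microglia, with CNS arrays only and with single arrays left out. Why counts moved was not tested.

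The counts of naive microglia against Ly6C hi monocytes, RPM and intestinal macrophages, of F4/80 hi cells at 12 weeks against naive microglia, F4/80 low cells and monocytes, of F4/80 hi cells at 4 weeks against monocytes, the overlap, the gained genes and the 18 CNS arrays apart in clusters and components stayed within 1.5 times under every alternative run. With CNS arrays only the counts fell to 204 for F4/80 low cells at 4 weeks against naive microglia, 2 for F4/80 low cells at 12 weeks, 36 for F4/80 hi against F4/80 low cells at 4 weeks and 120 for DTR microglia, and the changes with time to 13 (F4/80 hi against F4/80 low), 1 (F4/80 low) and 3 (F4/80 hi). Batch 2 arrays only gave 154 for F4/80 low cells at 4 weeks and 1 for F4/80 hi against F4/80 low cells at 4 weeks, and batch 1 arrays only 19 for F4/80 low cells at 12 weeks. Without moderation these were 21 (F4/80 low at 12 weeks), 54 (F4/80 hi against F4/80 low at 4 weeks) and 4 and 36 (changes in F4/80 low and F4/80 hi). Without a batch term the changes in F4/80 low and F4/80 hi rose to 257 and 270. Quantile normalization gave 75 for the change in F4/80 hi against F4/80 low, and centring on the median 87 for the change in F4/80 hi.

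Leaving out 1 array gave 22 (without F4/80 low 12-week replicate 1) to 39 for F4/80 low cells at 12 weeks, 7 (without F4/80 hi 4-week replicate 2) to 468 (without F4/80 hi 4-week replicate 1) for F4/80 hi against F4/80 low at 4 weeks, and 24 (without F4/80 hi 4-week replicate 1) to 138 (without F4/80 low 4-week replicate 3), 18 (without F4/80 low 4-week replicate 1) to 229 (without F4/80 low 4-week replicate 3) and 39 to 108 (without F4/80 hi 4-week replicate 2) for the changes with time in F4/80 hi against F4/80 low, F4/80 low and F4/80 hi. A lone array left in a group is assumed to vary like the other groups. Without the arrays with the most neutrophil transcripts the counts were 163 for F4/80 low cells at 4 weeks (100 of them among the 323), 470 for F4/80 hi against F4/80 low cells at 4 weeks, and 6, 15 and 139 for the changes. The term for Y-linked transcripts gave 16 for F4/80 low cells at 12 weeks, 14 of them among the 37, and 935 for F4/80 hi cells at 12 weeks, 835 of them among the 964. A replicate block, with arrays of the same number taken as pairs, gave 366 for F4/80 hi cells at 4 weeks, 67 for F4/80 hi against F4/80 low at 4 weeks (173 with pairs by sex-linked and neutrophil transcripts), and 76 and 94 for the changes in F4/80 hi against F4/80 low and F4/80 low.

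Of 253 list calls with the preset correlation, the estimated correlation left 141. The gap in r between naive microglia and the nearest other reference of each F4/80 hi array had a mean at 12 and 4 weeks of 0.378 and 0.475 on the 1000 most variable transcripts, 0.0437 and 0.0467 by Spearman, 0.108 and 0.112 without dim transcripts, and 0.0766 and 0.0686 with references of the same batch, which at 12 weeks are naive microglia and monocytes alone. Naive microglia stayed the nearest. Signals near background, around 5, limit what a fall can show and make the size of a rise from that level uncertain.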

Differences from the paper's values

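The model with Y-linked transcripts and the counts without the arrays with the most neutrophil transcripts were chosen only after the results were seen. At the paper's thresholds the count of F4/80 low cells at 12 weeks against naive microglia was 37, and the paper gives 56. Of the alternatives set before the data were examined, the value without a batch term (52), with quantile normalization (44), with transcripts of 1 gene symbol (40) and without naive replicate 3 (39) lay within 1.5 times of the paper's. The others did not: centring on the median and a variance trend (37 each), no dim transcripts (35), no moderation (21), CNS arrays only (2), batch 1 only (19), a replicate block (31), and leaving out naive replicates 1 (23), 2 (27), 4 (36) and 5 (33) or F4/80 low replicates 1 (22), 2 (26) and 3 (34). The remaining counts lay within 1.5 times of the paper's. All counts here are of transcripts, while the paper speaks of genes. For F4/80 hi cells at 12 weeks against naive microglia, where 964 were called here, the paper gives 1173 in the text and 1137 in the legend of Fig. 5b. Counted as genes, these transcripts give 349 higher and 404 lower, farther from the paper's numbers.

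The source data of Fig. 5d print folds for 20 of the genes the text names, in 3 comparisons, and 13 of these 60 folds differ from the values here. As log2 folds, the paper's first, F4/80 hi cells at 12 weeks against F4/80 low cells had -4.26 and -1.98 for *Adgrg1*, 3.71 and 2.01 for *Ahr*, -4.07 and -2.90 for *Jam2*, 5.11 and 3.11 for *Mrc1* and -4.27 and -2.29 for *St3gal5*. Against naive microglia the paper's and the present values were -4.42 and -1.95 for *Adgrg1*, 3.92 and 1.91 for *Ahr*, -4.45 and -3.02 for *Jam2*, 4.98 and 3.18 for *Mrc1* and -4.50 and -2.43 for *St3gal5*. None of the alternatives brings these within the larger SD. For F4/80 low cells at 12 weeks against naive microglia they were -0.16 and 0.0261 for *Adgrg1*, 0.21 and -0.10 for *Ahr* and -0.13 and 0.0742 for *Mrc1*. Here the signs differ, while for *Adgrg1* and *Mrc1* the gap is smaller than the larger SD. *Adgrg1* takes the sign of the paper without a batch term, without naive replicate 2 and without F4/80 low replicate 3, *Ahr* without F4/80 low replicate 3, and *Mrc1* without a batch term and without F4/80 low replicate 3, and the other alternatives leave the difference. Of the 100 entries of the source data, 23 print a fold of F4/80 hi over F4/80 low cells more than 0.01 (log2) from the values in the same entry, by 0.0312 to 2.28. *Adgrg1*, *Ahr*, *Jam2*, *Mrc1* and *St3gal5* are among them. The signals printed in their entries give the same F4/80 hi to F4/80 low differences as found here (-1.98, 2.01, -2.90, 3.11 and -2.29). For these 5 genes the printed folds thus depart from the paper's own signals.

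The paper states that F4/80 hi macrophages lacked *Sall1*. Here *Sall1* in F4/80 hi cells was at 10.26 ± 0.46 at 4 weeks and 6.70 ± 0.51 at 12 weeks, against 5.08 ± 0.33 in Ly6C hi monocytes and 11.41 ± 0.16 in naive microglia. It was called lower than in naive microglia at both times.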

Other observations

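The counts without the arrays with the most neutrophil transcripts, and those with separate naive arrays on each side, were chosen only after the results were seen. The splits were planned, and the number of independent splits was worked out only afterwards. DTR microglia 2 weeks after DT differed from naive microglia in 243 transcripts, 204 higher and 39 lower (167 and 24 genes; 2 arrays), and with CNS arrays only in 120. Besides the interferon-stimulated genes, led by *Oas1g* (10.68 ± 0.10 against 6.21 ± 0.89; log2 4.74, SE 0.55, adjusted p 1.21e-05), *Oas2* (3.66), *Zbp1* (3.07) and *Oasl2* (3.02), the rises included *Ccl5* (3.87), *Siglec1* (3.33), *Axl* (3.30), *Itgax* (3.16), *Ch25h* (3.06) and the MHC class I gene *H2-Q5* (3.21), and the falls *Khdrbs3* (-1.90), *Sema4b* (-1.74), *Slc39a12* (-1.56) and *Lypd6* (-1.46). The regulators *Irf7* (2.69) and *Stat2* (1.60) were raised with their targets. As groups, 5 of 20 cytokines and chemokines (15 not passing, median log2 1.02, list p 0.0129) and 3 of 17 lipid and cholesterol genes (14 not passing, median log2 0.36, list p 0.0301) were higher (10 and 3 adjusted over the list alone). Of the homeostatic genes few passed: 1 of 23 was higher (*Lag3*, 1.36) and 1 lower (*Crybb1*, -1.12). limma called 0 of 25 cell cycle genes (8 at an unadjusted p under 0.05, median log2 0.34, list p 0.369; 2 higher adjusted over the list alone). Among the falls, single arrays undid calls: the adjusted p was 0.0578 without naive replicate 1, 0.0777 without naive replicate 2, 0.0726 without DTR replicate 1 and 0.278 without DTR replicate 2 for *Khdrbs3*, 0.0941 without naive replicate 2, 0.0622 without DTR replicate 1 and 0.274 without DTR replicate 2 for *Slc39a12*, 0.101 without DTR replicate 1 for *Lypd6*, 0.0918 without DTR replicate 2 for *Sema4b* and 0.134 without DTR replicate 2 for *Crybb1*. None of the rises named was undone. Of the DTR calls, 98 (40.3%) were shared with F4/80 low cells at 4 weeks, 80 higher and 18 lower. Both are set against the naive arrays, and their log2 differences correlated at r = 0.254. Simulations with no difference between groups gave a mean r of 0.137. These were drawn without the batch adjustment of the deposited values and give no matched value. Set against naive arrays of different batches they called 176 and 273 and shared 74 (42.0%), and with these arrays exchanged 76 and 28, sharing 12 (15.8%). The log2 differences are the same in both versions and only the standard errors differ, so this repeat cannot remove what shared naive arrays add.

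F4/80 low cells at 4 weeks had further groups raised: 6 higher, 1 lower and 13 not passing of 20 adhesion genes (median log2 0.17, list p 0.00966), 3 of 12 red pulp macrophage genes (9 not passing, median log2 0.32, list p 0.00555), 3 of 18 scavenger receptors (15 not passing, median log2 0.18, list p 0.0224) and 4 of 18 Ms4a genes (14 not passing, median log2 0.06, list p 0.00721). Of 20 cytokines and chemokines 4 were higher (16 not passing, median log2 0.33), and this list did not pass (list p 0.0626). *Il1b* (2.19) and *Ccl5* (1.81) rose, while *Gpr165* (-2.35), *Khdrbs3* (-2.21) and *Tnfrsf17* (-1.84) fell. Adjusted over the list alone, the counts of these lists were the same. From replicate 3, the array with the fewest neutrophil transcripts, alone and assumed to vary like the other groups, none of these lists passed: 3 adhesion genes (list p 0.129), 2 red pulp macrophage genes (0.384), 1 scavenger receptor (0.531) and 2 Ms4a genes (0.0985) were higher, and limma called 0 cytokines and chemokines (6 at an unadjusted p under 0.05, list p 0.950). Left out 1 at a time, arrays undid some calls: the adjusted p of *Ccl5* was 0.0655 without naive replicate 3, 0.0915 without naive replicate 5, 0.255 without F4/80 low replicate 1 and 0.0668 without F4/80 low replicate 2, and that of *Gpr165* 0.159 without F4/80 low replicate 1. F4/80 hi cells at 4 weeks differed from Ly6C hi monocytes in 4021 transcripts, 1504 higher and 2517 lower, and at 12 weeks in 4594, 1495 higher and 3099 lower. Quantile normalization gave 1749 higher and 1941 lower at 4 weeks and 2030 and 2168 at 12 weeks.

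The arrays were also split into other groups of the same sizes. Since 2 of the 5 naive and 2 of the 5 monocyte arrays are technical repeats that the labels do not identify, the independent samples of every comparison below are 3 against 3, and their 10 splits are too few for a share under 0.05. The real count of transcripts and the highest among the other splits of the arrays were 4718 and 2676 for naive microglia against Ly6C hi monocytes, 323 and 59 for F4/80 low cells against naive microglia at 4 weeks, 37 and 2 at 12 weeks, 964 and 379 for F4/80 hi cells at 12 weeks against naive microglia, 810 and 13 against F4/80 low cells and 4594 and 3238 against monocytes, the latter in a split that follows the monocyte batches. For the genes gained by F4/80 hi cells they were 1042 and 0, and for the overlap of F4/80 hi calls at 12 weeks 703 and 2. For the number of lists called they were 19 and 20 in naive microglia against monocytes, 26 and 28 in F4/80 low cells at 4 weeks, 6 and 14 at 12 weeks, and for F4/80 hi cells at 12 weeks 21 and 24 against naive microglia, 22 and 23 against F4/80 low cells and 21 and 21 against monocytes. These list counts use camera with the preset correlation of 0.01. The list p, which uses the estimated correlation, was not put through the splits.

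With separate naive arrays on each side, F4/80 hi cells at 12 weeks (batch 1 naive arrays) and at 4 weeks (batch 2) called 903 and 777 transcripts and shared 532 (58.9%), and with the naive arrays exchanged 607 and 329, sharing 256 (42.2%). The naive arrays of the 2 batches may hold technical repeats of the same samples, so the 2 sides may still share samples. Besides, the batch adjustment leaves every log2 difference the same whichever naive arrays are used. Only the standard errors, and so the calls, change, and these repeats cannot remove the dependence on shared arrays. F4/80 low and F4/80 hi cells at 4 weeks, set against batch 2 and batch 1 naive arrays, called 273 and 329 and shared 174 (63.7%), and with the naive arrays exchanged 28 and 777, sharing 28.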
